# RiboTag translatomic profiling of *Drosophila* oenocytes under aging and induced oxidative stress

**DOI:** 10.1186/s12864-018-5404-4

**Published:** 2019-01-16

**Authors:** Kerui Huang, Wenhao Chen, Fang Zhu, Patrick Wai-Lun Li, Pankaj Kapahi, Hua Bai

**Keywords:** Oenocyte, Fat body, Liver, Aging, Ribosomal profiling, Peroxisome, Fatty acid beta-oxidation, Ras/MAPK signaling

## Abstract

**Background:**

Aging is accompanied with loss of tissue homeostasis and accumulation of cellular damages. As one of the important metabolic centers, liver shows age-related dysregulation of lipid metabolism, impaired detoxification pathway, increased inflammation and oxidative stress response. However, the mechanisms for these age-related changes still remain unclear. In the fruit fly, *Drosophila melanogaster*, liver-like functions are controlled by two distinct tissues, fat body and oenocytes. Compared to fat body, little is known about how oenocytes age and what are their roles in aging regulation. To characterize age- and stress-regulated gene expression in oenocytes, we performed cell-type-specific ribosome profiling (RiboTag) to examine the impacts of aging and oxidative stress on oenocyte translatome in *Drosophila*.

**Results:**

We show that aging and oxidant paraquat significantly increased the levels of reactive oxygen species (ROS) in adult oenocytes of *Drosophila*, and aged oenocytes exhibited reduced sensitivity to paraquat treatment. Through RiboTag sequencing, we identified 3324 and 949 differentially expressed genes in oenocytes under aging and paraquat treatment, respectively. Aging and paraquat exhibit both shared and distinct regulations on oenocyte translatome. Among all age-regulated genes, oxidative phosphorylation, ribosome, proteasome, fatty acid metabolism, and cytochrome P450 pathways were down-regulated, whereas DNA replication and immune response pathways were up-regulated. In addition, most of the peroxisomal genes were down-regulated in aged oenocytes, including genes involved in peroxisomal biogenesis factors and fatty acid beta-oxidation. Many age-related mRNA translational changes in oenocytes are similar to aged mammalian liver, such as up-regulation of innate immune response and Ras/MAPK signaling pathway and down-regulation of peroxisome and fatty acid metabolism. Furthermore, oenocytes highly expressed genes involving in liver-like processes (e.g., ketogenesis).

**Conclusions:**

Our oenocyte-specific translatome analysis identified many genes and pathways that are shared between *Drosophila* oenocytes and mammalian liver, highlighting the molecular and functional similarities between the two tissues. Many of these genes were altered in both oenocytes and liver during aging. Thus, our translatome analysis provide important genomic resource for future dissection of oenocyte function and its role in lipid metabolism, stress response and aging regulation.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5404-4) contains supplementary material, which is available to authorized users.

## Background

Aging is the major risk factor for many chronic diseases [1]. The prevalence of liver diseases, such as non-alcoholic fatty liver disease (NAFLD), increase dramatically in the elderly [2, 3]. It is known that aging is associated with alterations of hepatic structure, physiology and function [4]. For example, aged liver shows reduced blood flow, loss of regenerative capacity, decreases in detoxification and microsomal proteins synthesis, increases in polyploidy, oxidative stress and mitochondrial damage [5]. Additionally, the metabolism for low-density lipoprotein cholesterol decreases by 35% [3]. Age-related increases in neutral fat levels and high-density lipoprotein cholesterol predispose aged liver to NAFLD and other liver diseases. Accumulated evidence suggests that age-related decline of liver function can be attributed to increased reactive oxygen species (ROS) production, DNA damage, activation of p300-C/EBP-dependent neutral fat synthesis [6], decreases in autophagy, increases in inflammatory responses [7, 8], and activation of nuclear factor-κB (NF-κB) pathway [4, 9]. Despite the genetic and functional analysis of liver aging and liver diseases, only a few studies have looked at the global transcriptional and translational changes during liver aging [10–13].

Similar to mammals, the fruit fly (*Drosophila melanogaster*, hereafter as *Drosophila*) also shows age-dependent decline of tissue function and loss of homeostasis (reviewed in [14]). In *Drosophila*, liver-like functions are shared by two distinct tissues, fat body and oenocytes [15]. Fat body is the main tissue for energy storage in insects, and it plays a key role in metabolism, nutrition sensing, growth and immunity (reviewed in [16]). Fat body has also been implicated in the regulation of organismal aging [17]. Many longevity pathways act on fat body to control lifespan [18–20]. Compared to fat body, little is known about how oenocytes age and what is the role of oenocytes in aging regulation. Oenocytes are specialized hepatocyte-like cells responsible for energy metabolism, biosynthesis of cuticular hydrocarbon and pheromone ([15, 21], reviewed in [22, 23]). Oenocytes coordinate with fat body in mobilizing lipid storage upon nutrient deprivation [15, 24, 25]. Recent studies in the yellow fever mosquito *Aedes aegypti* showed that pupal oenocytes highly express cytochrome P450 genes, suggesting an important role of oenocytes in detoxification [26]. Despite its roles in lipid metabolism and wax production, we know very little about oenocyte’s other physiological functions, including its role in the regulation of aging and longevity. It is known that aging oenocytes undergo dramatic morphological changes (e.g., increases in cell size and pigmented granules [27]) and exhibit dysregulation of mitochondrial chaperone *Hsp22* [28]. Mitochondrial ROS production increases with age or under acute oxidative stress (induced by oxidants like paraquat, PQ) [29]. To date, transcriptional characterization of oenocyte aging has not been previously performed.

Here, we utilized RiboTag technique [30] to profile changes in ribosome-associated transcripts (translatome) in *Drosophila* oenocyte during aging and PQ-induced oxidative stress. We show that aging and PQ exhibit common and distinct regulation on adult oenocyte translatome. Gene ontology (GO) and gene set enrichment analysis (GSEA) revealed that ribosome, proteasome, peroxisome, xenobiotic metabolism, fatty acid metabolism, and DNA replication pathways were altered under aging and oxidative stress. Comparing tissue-specific transcriptomes and proteomes further revealed that oenocytes were enriched with genes involved in liver-like functions (e.g., ketogenesis). Aging oenocytes also shared many molecular signatures with aging liver. Taken together, our translatome analysis revealed a conserved molecular mechanism underlying oenocyte and liver aging. Our study will offer new opportunities for future dissection of novel roles of oenocytes in lipid metabolism, stress response, and aging control.

## Results

### Characterization of age-related changes in ROS production in *Drosophila* oenocytes

In *Drosophila*, larval and adult oenocytes exhibit distinct morphological characteristics [22]. Larval oenocytes are clustering along the lateral body wall [15], while adult oenocytes (used in the present study) appear as segmental dorsal stripes and ventral clusters nearby the abdominal cuticle (Fig. 1a). As oxidative stress is commonly observed in aging tissue, we first examined the age-related changes in ROS production in adult oenocytes. As shown in Fig. 1b and c, both aging and PQ (an oxidative stress inducer) significantly increased ROS levels in adult oenocytes. Increases in cell and nuclear sizes were also seen in aged oenocytes (Fig. 1b, Additional file 1: Figure S1). In the present study, oenocytes were dissected from two ages, 10 days (young) and 30 days (middle age). Middle age was used because many epigenetic and transcriptional changes have been previously observed in the midlife [31–33]. Since elevated ROS levels were already apparent at middle age, a comparison between young and middle age will allow us to capture the early-onset age-related changes in adult oenocytes. Additionally, we noticed that young oenocytes showed much higher induction of ROS under PQ treatment than the oenocytes from middle age (Fig. 1c), suggesting the response to oxidative stress was altered in aged oenocytes.

**Fig. 1:**
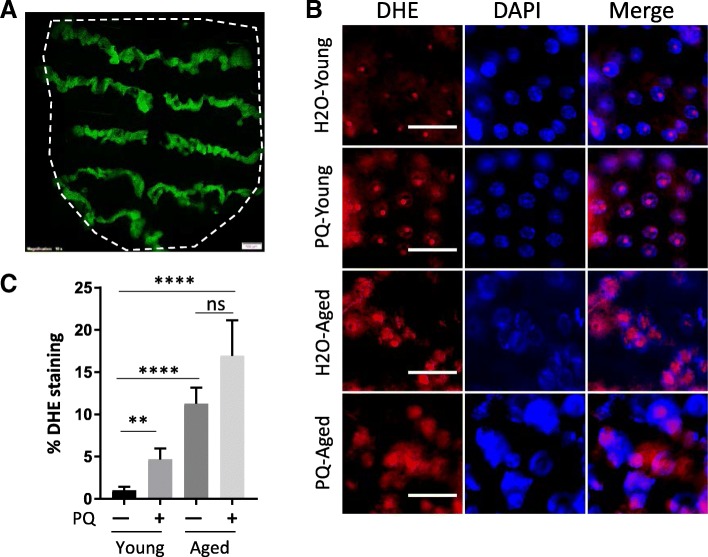
Characterization of age-related changes in ROS production in *Drosophila* oenocytes. **a** Fluorescent image of GFP-labeled oenocytes from one fly dorsal abdomen dissected from a *PromE-Gal4; UAS-CD8::GFP* female. The dashed line indicates the location of the fly abdomen. Scale bar: 100 μm. **b** ROS levels indicated by DHE staining in female oenocytes under aging and paraquat (PQ) treatment. Young: 10-day-old, Aged: 30-day-old. DAPI stains for nuclei. Scale bar: 10 μm. **c** Quantification of DHE staining from Panel (**b**). One-way ANOVA (**** *p* < 0.0001, ** *p* < 0.01, ns = not significant ). *N* = 5

### Oenocyte-specific translatomic profiling through RiboTag sequencing

Besides their roles in metabolic homeostasis, hydrocarbon and pheromone production (reviewed in [22]), the role of oenocytes in aging regulation has not been carefully examined. Characterization of age-related translatomic changes in oenocytes is an important step toward our understanding of oenocyte aging. To date, only a few oenocyte transcriptome analyses have been reported [24, 26]. Most of these studies used dissected oenocytes, which often have issues with tissue cross-contamination. To overcome this issue, we performed an oenocyte-specific RiboTag analysis. In the analysis, oenocyte-specific driver *PromE-Gal4* was used to drive the expression of FLAG-tagged *RpL13A*. According to RNA-seq database (at Flybase.org) and a recent ribosomal proteome analysis [34], RpL13A is one of the highly and ubiquitously expressed components in *Drosophila* large ribosomal subunit. Our experimental design facilitates the enrichment of oenocyte-specific ribosome-associated mRNAs and translatomic profiling (Fig. 2a). To verify the efficiency and specificity of our RiboTag profiling, we performed a qRT-PCR analysis to measure the expression of *Desaturase 1 (Desat1). Desat1* is a transmembrane fatty acid desaturase and its E isoform (*desat1-E*) was known to be specifically expressed in female oenocytes [21]. We found that the expression of *desat1-E* was much higher in anti-FLAG immunoprecipitated sample (oenocytes) compared to the input (whole body), suggesting that our RiboTag approach can effectively detect the gene expression from adult oenocytes (Fig. 2b).

**Fig. 2:**
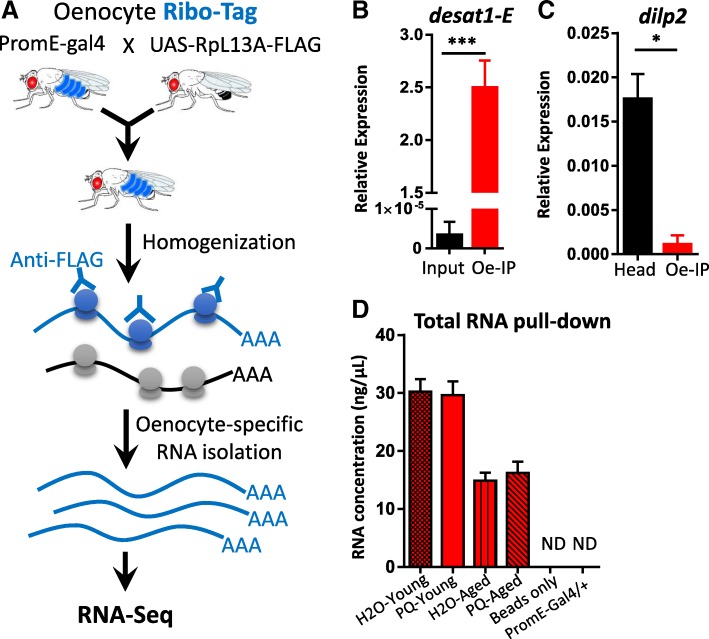
Oenocyte-specific translatomic profiling through RiboTag sequencing. **a** Schematic diagram showing RiboTag procedures. FLAG-tagged ribosomal protein RpL13A was first ectopically expressed in oenocytes. Translating RNAs were immunoprecipitated using anti-FLAG antibodies. RNAs were further purified and used in RNA-seq analysis. **b** Oenocyte-specific transcript *desat1-E* highly expressed in anti-FLAG immunoprecipitated sample (IP) compared to the input (whole body lysate). **c** The transcripts of brain-specific gene *Dilp2* was enriched in head samples compared to oenocyte RiboTag samples. One-way ANOVA ( *** *p* < 0.001, * *p* < 0.05, ns = not significant). *N* = 3. **d** RNA concentrations of various immunoprecipitated samples. ND: Not detected. 200 female flies were used in each condition. Three biological replicates per condition

To confirm the specificity of the RiboTag analysis, we measured the expression of a brain-specific gene, *insulin-like peptide 2* (*Dilp2*), and found that *Dilp2* expression in oenocyte RiboTag samples was very low compared to the head samples (Fig. 2c). Thus our RiboTag analysis has very little contamination from other tissues (such as brain). We also set up two control experiments to test the specificity of the reagents used in our pull-down assay: 1) Immunoprecipitation of *PromE > RpL13A-FLAG* expressing females using only protein G magnetic beads without adding FLAG antibody. 2) Immunoprecipitation of *PromE-gal4* flies using both Protein G magnetic beads and FLAG antibody. No detectable RNAs were pulled down from the two control groups, suggesting there is none or very little non-specific binding from FLAG antibodies or protein G magnetic beads during the immunoprecipitation (Fig. 2d). Notably, the total RNA pulled down from aged samples were less than those from young oenocytes. This is probably due to age-related decreases in general transcription and translation, because the *PromE-gal4* driver activity remained the same during aging (Additional file 1: Figure S1). Due to the variation in RNA quantity among different samples, we used equal amount of RNAs for all library construction. To examine age- and stress-related translatomic changes in *Drosophila* oenocytes, we performed RiboTag sequencing on four different experimental groups: H2O-Young, PQ-Young, H2O-Aged, PQ-Aged (see Methods for more details). 

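The RiboTag RNA-seq of female oenocytes compared 4 groups of 3 libraries each, 12 in all. The young flies were 10 days old in the paper and 14 days old in the sample labels, and the aged flies were 30 and 28 days old. Flies of the PQ groups were fed 10 mM of paraquat, a herbicide that generates superoxide in cells, for 24 h. RpL13A, a protein of the large ribosomal subunit, carried the FLAG tag and was expressed in oenocytes by the PromE-Gal4 driver, so that RNA on tagged ribosomes was pulled down from fly lysate. RpL13A lies on chromosome 3R of dm6 from 5624474 to 5625947 (BDGP Release 6), and the authors' deposited table gives it an FPKM of 8001 in H2O-Young, 7306 in PQ-Young, 3849 in H2O-Aged and 3171 in PQ-Aged. Its fall with age, by 1.06 on the log2 scale in the authors' deposited table, passed the 2-fold threshold narrowly. It was not called after scaling by the median ratio or to Gapdh1, and the sign turned under quantile normalization. The value does not separate the tagged copy from the fly's own gene. The paper names TopHat2 2.1.0 with the dm6 build, Cufflinks 2.2.1 and Cuffdiff 2.2.1.3, which gave 1 FPKM for each gene and group, a fold change, a p-value and a q-value. The authors' deposited table holds 16191 loci, of which 13299 carry a protein-coding gene, and each is compared between all 6 pairs of groups. It gives no value per library, so no SD can be given, and the depth of each library is unknown from it. The paper states 402000000 reads for all 12 libraries, 33500000 per library on average, with 82.43% mapped, and the FPKM come from these reads through the authors' steps. Where a gene is said to rise or fall, its q-value was at most 0.05 and its group FPKM differed at least 2-fold, among protein-coding genes with an FPKM of at least 0.01 in at least one of the 2 groups. The log2 fold changes were recomputed from the group FPKM. Gene lists for pathways, complexes and the marker genes of other tissues, and all thresholds, were fixed before the deposited values were examined. The paper's text and part of its tables had been seen by then. Some lists, such as Ras and MAPK signaling and peroxisomal beta-oxidation, hold genes that the paper names as changed with age in these data. Counts for such lists are not independent of the paper's findings. For each list the p-values were also adjusted over the list alone. The median log2 fold change of a list was placed among 10000 random lists of the same size and similar expression, as a percentile that describes these groups. In 480 loci at least 2 protein-coding genes share 1 value, and such genes are named as uncertain. The paper's methods give 3 biological replicates of 200 females for each group, and the q-values rest on the spread between them.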

Female flies were used in the present study, because previous studies showed that *PromE-gal4* drives expression in testis (additional to oenocytes) in male flies [21].

### Differential gene expression (DGE) analysis reveals common and distinct mRNA translational regulation by aging and oxidative stress

Using Illumina sequencing (HiSeq 3000, single-end, a read length of 50 base pair), we obtained a total of 402 million reads from 12 library samples. 

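The 10 genes with the highest FPKM made up 13.3% of the summed FPKM in H2O-Young and 6.46% in H2O-Aged in the authors' deposited table. The share was 9.92% in PQ-Young and 8.35% in PQ-Aged. Sod1, the cytosolic superoxide dismutase, and Mgstl, a microsomal glutathione S-transferase, were among the abundant transcripts of young oenocytes, with an FPKM of 43243 and 30828 in the authors' deposited table. The sum of all FPKM was 1693462 in H2O-Young, 1252260 in PQ-Young, 770263 in H2O-Aged and 768733 in PQ-Aged. An FPKM of at least 1 was reached by 8876 protein-coding loci in H2O-Young, 8687 in PQ-Young, 8502 in H2O-Aged and 8505 in PQ-Aged. Of the 16191 loci, the authors' deposited table marks 12004 as tested between H2O-Young and H2O-Aged, 4101 as too low to test and 86 as holding too many fragments to compute. Of the loci with that mark in any pair, 53 are listed at 0 in H2O-Young, 45 in PQ-Young, 82 in H2O-Aged and 84 in PQ-Aged, and the shares and sums leave them out.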

On average, 82.43% of unique reads were mapped to annotated *Drosophila* reference genome (Release 6). To visualize how gene expression varies under different conditions, we performed principal component analysis (PCA) on the fragments per kilobase million (FPKM) reads. The first component accounts for 50% of the variance and the second component accounts for 9% of variance (Fig. 3a). The PCA analysis showed that three replicates of each condition cluster together, except for one of the H2O-young samples. Two age groups were also well separated. Interestingly, there was a reduced variation between H2O and paraquat treatment in aged oenocytes compared to the young ones (Fig. 3a).

**Fig. 3:**
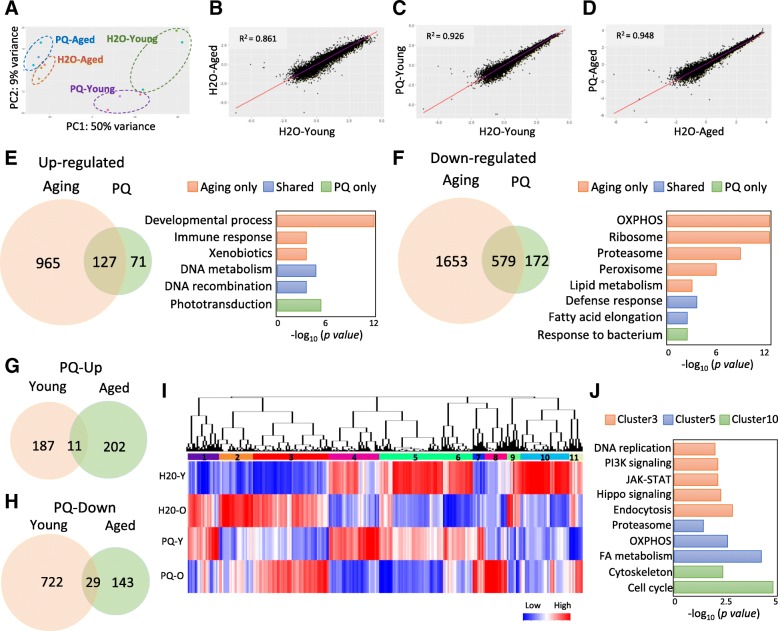
Differential gene expression analysis reveals common and distinct translational regulation by aging and oxidative stress. **a** Principal component analysis (PCA) on four oenocyte translatomes. **b-d** Correlation analysis on the gene expression between H2O-Young and H2O-Aged; H2O-Young and PQ-Young; H2O-Aged and PQ-Aged. Log_10_ (FPKM) was used in the analysis **e-f** Venn diagram and GO terms for the genes commonly and differentially regulated by aging and paraquat. **g-h** Venn diagram and GO terms for the genes commonly and differentially regulated by paraquat at young and old ages. **i** Hierarchy clustering analysis on oenocyte translatome. **j** Gene ontology analysis on cluster 3, 5, 10 in panel (**i**). OXPHOS: oxidative phosphorylation. FA: fatty acid

DGE analysis was performed using Cufflinks and Cuffdiff tools (fold change ≥2, FDR adjusted *p*-value ≤0.05, only protein-coding genes were analyzed). To compare the impacts of aging and oxidative stress on mRNA translational changes in adult oenocytes, we first performed correlation analysis using Log-transformed FPKM reads from all four groups. The coefficient of determination (R^2^) was 0.861 between H2O-aged and H2O-young groups (Fig. 3b), 0.926 between H2O-young and PQ-young (Fig. 3c), 0.948 between PQ-aged and H2O-aged (Fig. 3d). 

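Across protein-coding genes above 0 in both groups, the log10 FPKM of the authors' deposited table gave an R2 of 0.868 between H2O-Young and H2O-Aged (95% interval 0.863 to 0.872, 11003 genes). Between H2O-Young and PQ-Young it was 0.934 (0.931 to 0.936, 11010 genes), and between H2O-Aged and PQ-Aged 0.955 (0.953 to 0.956, 11236 genes). The pair PQ-Young and PQ-Aged, which the paper does not plot, gave an R2 of 0.911 (0.908 to 0.914, 11150 genes). Each group value pools 3 libraries, and genes are not independent replicates. Among the genes farthest from the line of equal expression with age were Mco4, a multicopper oxidase, with an FPKM of 62.9 in H2O-Young and 2635 in H2O-Aged, and Cp16, a chorion protein of the eggshell, with 1242 and 36.3 in the authors' deposited table.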

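Notum, a secreted enzyme that inactivates Wnt proteins, had the largest fall with age among the genes of FPKM at least 10, with a log2 fold change of -7.81 in the authors' deposited table. Mco4 had the largest rise, at 5.39. The small heat shock protein gene Hsp23 rose from an FPKM of 138 to 3803 with age and to 472 with paraquat in young flies, again in the authors' deposited table. Over the 9149 genes with an FPKM of at least 1 in at least one group, the SD of the log2 fold changes was 1.23 for H2O-Aged against H2O-Young, 0.703 for PQ-Young against H2O-Young and 0.522 for PQ-Aged against H2O-Aged. The median log2 fold change was -0.10 with age, -0.04 with paraquat in young and -0.08 with paraquat in aged. The SD of log2 fold changes across genes holds both biological change and the error of group values, which were not separated.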

Aging induced a bigger mRNA translational shift compared to paraquat treatment. 

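At a fold change of at least 4 and the q-values of the authors' deposited table, 259 genes rose and 742 fell between H2O-Young and H2O-Aged. With paraquat in young oenocytes the same thresholds gave 108 up and 218 down. CG8568, an uncharacterized gene on chromosome X of dm6 from 17448990 to 17452543, had a log2 fold change of 4.3 with age and -0.46 with paraquat in young in the authors' deposited table, the latter not called. CG15571, another uncharacterized gene, had -6.2 and -2.54, both called. msl-2, which encodes a subunit of the male dosage compensation complex, rose with age from an FPKM of 1.42 to 32.7 in the authors' deposited table.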

Although the change of R^2^ was relatively small, the total number of age-regulated genes was much higher than that under paraquat treatment (Fig. 3e and f). Thus, both PCA and correlation analyses suggest that aging and paraquat exhibit different impacts on oenocyte translatome.

DGE analysis identified 3324 genes that were differentially expressed during oenocyte aging (1092 up-regulated and 2232 down-regulated), while 949 genes (198 up-regulated and 751 down-regulated) were regulated by paraquat treatment at young ages (Fig. 3e and f, Additional file 2: List 1–4). 

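Between H2O-Young and H2O-Aged, the authors' deposited table gave 1295 protein-coding genes up and 2272 down at the stated thresholds, of 10885 tested. Of these calls 63.7% were down (95% Wilson interval 62.1% to 65.3%), and 192 of the called genes were listed at 0 in one of the groups. Between H2O-Young and PQ-Young it gave 295 up and 832 down of 10874 tested, 73.8% of them down, and 166 of these genes were listed at 0 in one group. The Wilson intervals of such shares, here and in later paragraphs, take called genes as independent draws. Genes are not independent, and these intervals leave out the spread between libraries and the choice of scaling. The median log2 fold change of the called genes was 1.39 for those up with age and -1.60 for those down, and 1.25 and -1.36 with paraquat. The neurexin gene Nrx-1 on chromosome 3R of dm6 from 22468512 to 22486969, a synaptic adhesion protein, rose with paraquat in young flies at a log2 fold change of 3.23 in the authors' deposited table, and Dys, which encodes dystrophin, fell at -4.72. Glut4EF, a transcription factor gene, rose with age from an FPKM of 19.7 to 354 in the authors' deposited table. The split between up and down depended on the scaling of the groups, where the authors' q-values were kept and only the fold was rescaled. With both groups scaled to Gapdh1, 2238 genes were up and 1511 down with age (40.3% down), and under quantile normalization 1481 were up and 1639 down (52.5% down). For paraquat in young, quantile normalization gave 367 up and 621 down (62.9% down). Scaling to Gapdh1 shifted the median log2 fold change of all genes by 0.37 with age, and quantile normalization by 0.12. Quantile normalization ranked the loci with too many fragments at their listed 0, 82 in H2O-Aged and 53 in H2O-Young. This gives the remaining abundant genes higher ranks, more so in H2O-Aged, and the size of the effect was not tested.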

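The genes that rose with both age and paraquat in young flies numbered 178 and those that fell with both 632, by the calls of the authors' deposited table, while 11 genes were called in opposite directions. Independent lists of the same sizes would share 28.4 up, 177 down and 148 in opposite directions. Both comparisons share the H2O-Young libraries. In 100 simulations of unchanged groups against that control, no gene was called up in both and a mean of 0.01 down. With nothing changed in any group, the thresholds leave few calls to be shared. These simulated counts therefore do not measure how far the shared control raises the overlap. The log2 fold changes of age and of paraquat in young correlated across 9149 genes with a Pearson r of 0.73 and a Spearman rho of 0.78, and 81.8% of the genes had the same sign. The simulated groups gave an r of 0.548 on average (0.663 in the highest of the 100) and 68.6% with the same sign over 9112 genes. With nothing changed, comparisons that share a control correlate through it by construction, and real changes widen both sets of folds. The simulated r and share of same sign therefore do not measure how much of the observed values the control accounts for. The covariance was 0.606 observed and 0.109 simulated, a difference of 0.497. The 3 control libraries could not be split, as the authors' deposited table pools them, so part of the excess may come from the shared control. The folds of age in water and age in paraquat, which share no library, correlated with an r of 0.67. The folds of paraquat in young and in aged, also with no library in common, had an r of -0.10 and a rho of -0.15, with 43.8% of genes having the same sign. Genes are not independent replicates, and these are 4 correlations of one family, given without p-values. Among the genes that fell in both were Vm26Ac, a vitelline membrane protein, with log2 fold changes of -3.65 with age and -4.73 with paraquat in the authors' deposited table. Hsp68, an inducible heat shock protein gene, rose in both, at 2.48 and 1.56.

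**Figure D1:**
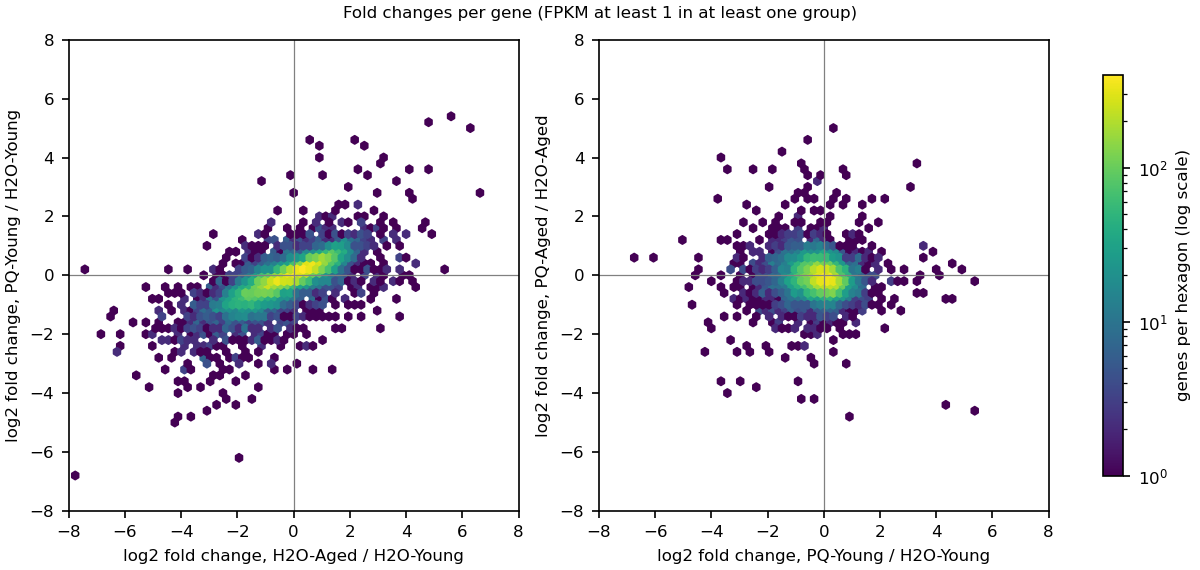
Log2 fold changes of 9149 genes in pairs of comparisons, as hexagons colored by the number of genes on a log scale. Left, H2O-Aged against H2O-Young on the x axis and PQ-Young against H2O-Young on the y axis, which share the H2O-Young libraries, where the genes lie along a rising line (r of 0.73). Right, paraquat in young on the x axis and paraquat in aged on the y axis, which share no library, where they form a round cloud (r of -0.10). Axes run from -8 to 8, and 1 gene lies outside in each panel.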

About 706 DEGs were commonly regulated by aging and paraquat (127 up-regulated and 579 down-regulated) (Additional file 2: List 5–6). The genes commonly up-regulated by aging and PQ were involved in DNA metabolism and DNA recombination (Fig. 3e), while those commonly down-regulated genes were involved in defense response and fatty acid elongation (Fig. 3f, Additional file 3: List 1–4).

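Of 40 tested genes of DNA replication, 3 rose and none fell with paraquat in young oenocytes in the authors' deposited table (3 adjusted over the list alone), and the median log2 fold change of the list was 0.35, at percentile 100. Of 39 genes of DNA repair and checkpoint, 3 rose and none fell (3 adjusted over the list alone), with a median of 0.34. Of 22 tested genes of fatty acid elongation, 10 fell and none rose with paraquat (11 adjusted over the list alone), and 5 fell under quantile normalization. They include CG30008 and CG18609, which encode very-long-chain fatty acid elongases, with log2 fold changes of -1.57 and -2.11 in the authors' deposited table. CG30008 was not called under quantile normalization. Of the Bomanins, short secreted peptides induced by Toll signaling, 13 of 15 fell with paraquat (13 adjusted over the list alone), with a median of -1.52, and 9 of 15 fell with age (9 adjusted over the list alone), with a median of -1.18. Under quantile normalization 4 of them fell with age. BomS6 had an FPKM of 1203 in H2O-Young, 282 in PQ-Young and 131 in H2O-Aged in the authors' deposited table. Def, which encodes the antimicrobial peptide defensin, fell with paraquat by 3.53 and with age by 1.98 on the log2 scale. Markers of other tissues moved as well. With paraquat 21 of 21 genes of follicle cells and eggshell fell, like the elongation genes and Bomanins, in the authors' deposited table (median -2.16). Of 26 germline markers 22 had a fold change above 0, like most replication and repair genes (median 0.40, percentile 100). None of the germline markers was called up, and 1 was called down.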

Besides common translatomic regulation between aging and oxidative stress, many genes were differentially regulated between the two processes. 

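A rise with age in water and no call with paraquat in young was found for 1117 genes of the authors' deposited table, and a fall with age and no call with paraquat for 1640. Mco4 is among the first, with a log2 fold change of 0.24 with paraquat. CG10970 on chromosome X of dm6 from 9069600 to 9078499, which shares its locus with CG44325 and is uncertain, had 4.44 with age and 0.32 with paraquat in the authors' deposited table. Nep2, a neprilysin-like peptidase, had 4.25 and -0.10, with an FPKM of 5.47 in H2O-Young and 104 in H2O-Aged. Among the genes that fell with age was Ald1, the glycolytic aldolase, at -1.58 with age and -0.39 with paraquat in the authors' deposited table. Ald1 was not called with age under quantile normalization. A gene called in one comparison and not in the other is not shown to differ between them, and the difference of the age and paraquat effects was not tested.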

A total of 2618 genes (965 up-regulated and 1653 down-regulated) were only regulated by aging (Fig. 3e and f, Additional file 2: List 5–6). 

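Of the antimicrobial peptide genes, 5 rose, 6 fell and 8 were not called with age in the authors' deposited table (5 up and 6 down adjusted over the list alone), while 7 rose and 3 fell after scaling to Gapdh1 and 6 rose and 5 fell under quantile normalization. AttC and Dro, which encode attacin and drosocin, rose at log2 fold changes of 1.67 and 1.06, and Mtk, which encodes metchnikowin, was not called at -0.79. Of 17 tested Imd pathway genes 2 rose and 7 fell (2 and 7 adjusted over the list alone), and after scaling to Gapdh1 4 rose and 5 fell. The 2 that rose were pirk, which encodes an inhibitor of Imd signaling, at 2.54 in the authors' deposited table, and the adaptor Fadd at 1.5. Of 17 Toll pathway genes 2 rose and 4 fell (2 and 4 adjusted over the list alone), while 2 rose and 2 fell with the median ratio, 4 rose and 1 fell after scaling to Gapdh1, where the sign of the median turned, and 3 rose and 4 fell under quantile normalization. Among genes of xenobiotic metabolism, the cytochrome P450 genes Cyp4d2 and Cyp6a19 rose at 2.41 and 1.85 in the authors' deposited table. The Epsilon class glutathione S-transferases GstE7 and GstE8 rose at 2.55 and 2.22. Pxn, the extracellular matrix peroxidase of hemocytes, rose at 1.36, while of the 8 tested hemocyte markers 1 rose and 3 fell in the authors' deposited table.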

Genes up-regulated in aged oenocytes were enriched in several Gene ontology (GO) terms, including developmental process, immune response, and metabolism of xenobiotics (Additional file 3: List 5). The down-regulated genes are enriched in oxidative phosphorylation, ribosome, proteasome, peroxisome, and fatty acid metabolism (Additional file 3: List 6). 

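Of 81 tested cytosolic ribosomal protein genes, 26 fell and none rose with age in the authors' deposited table (26 adjusted over the list alone), with a median log2 fold change of -0.77 (95% bootstrap interval -0.95 to -0.59). That median lay at percentile 98.7 of random lists of similar expression, above most of them, since the most abundant genes fell as a whole. Under quantile normalization 13 of these genes rose and none fell, and the median turned to 0.61. RpL23 and sta, proteins of the large and the small ribosomal subunit, had log2 fold changes of -1.23 and -1.35 in the authors' deposited table, and neither was called after scaling to Gapdh1 or under quantile normalization. Of 9 genes of fatty acid synthesis and desaturation 7 fell and none rose (7 adjusted over the list alone), with a median of -1.47 at percentile 1.06. They include FASN3, a fatty acid synthase, at -4.23 in the authors' deposited table, and ACC, the acetyl-CoA carboxylase that makes malonyl-CoA, at -1.34. ACC was not called after scaling to Gapdh1 or under quantile normalization, and 3 of the 9 fell under the latter. Of 10 marker genes of the fat body 7 fell with age in the authors' deposited table (7 adjusted over the list alone), with a median of -1.45.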

About 243 genes (71 up-regulated and 172 down-regulated) were only regulated by paraquat treatment at young ages. These genes are enriched for biological processes like phototransduction and response to bacterium (Additional file 3: List 7–8).

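By the calls of the authors' deposited table, 117 genes rose with paraquat in young flies and were not called with age, and 200 fell with paraquat and were not called with age. Rh3, an opsin of R7 photoreceptors on chromosome 3R of dm6 from 20081060 to 20082450, rose with paraquat at a log2 fold change of 1.88 in the authors' deposited table and had 0.90 with age, which was called after scaling to Gapdh1. CG8534, a fatty acid elongase of the ELOVL family, fell with paraquat from an FPKM of 121 to 13.0 and was at 201 in H2O-Aged in the authors' deposited table. The gene yl, which encodes the yolk protein receptor of the oocyte, fell from 1666 to 223 and was at 1059 in H2O-Aged. The difference between the age and paraquat effects was not tested.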

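Of 18 photoreceptor genes, 8 rose and none fell with paraquat in young flies in the authors' deposited table (8 adjusted over the list alone), with a median log2 fold change of 0.83 at percentile 100. ninaE, the main rhodopsin, rose from an FPKM of 238 to 634, and Arr1, an arrestin that ends the rhodopsin signal, rose at a log2 fold change of 1.18 in the authors' deposited table. Arr2 had 0.88 and was called under quantile normalization, at 1.5-fold or with no fold threshold. With age 1 of the 18 rose and 8 fell (1 and 8 adjusted over the list alone), with a median of -0.96, while 3 rose and 3 fell after scaling to Gapdh1. Of 19 antimicrobial peptide genes 2 rose and 11 fell with paraquat in the authors' deposited table (2 and 11 adjusted over the list alone), with a median of -1.16 at percentile 0. Drs, which encodes drosomycin, had -1.16 and was not called under quantile normalization. The trypsin and Jonah proteases of the midgut moved with them, as 22 of 37 midgut markers fell with paraquat in the authors' deposited table (22 adjusted over the list alone).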

It is known that stress tolerance declines with age [35], which can be caused by impaired transcriptional regulation of stress signaling pathways [36]. 

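Nrx-1 rose with paraquat in aged as in young oenocytes, with a log2 fold change of 3.8 between PQ-Aged and H2O-Aged in the authors' deposited table. nwk, which encodes an adaptor protein of the synapse, fell at both ages, at -3.07 in young and -3.62 in aged. Tob, an antiproliferative gene on chromosome X of dm6 from 16074717 to 16091495, had -0.58 in young and rose at 3.61 in aged, where its FPKM went from 11.9 to 146 in the authors' deposited table. Its FPKM in the authors' deposited table was 17.1 in H2O-Young and 11.5 in PQ-Young. For Tob the difference between the ages passed the interaction test, and for Nrx-1 and nwk it did not. This test set the paraquat log2 fold in aged less that in young over variances recovered from the statistics of the authors' deposited table, with a two-sided normal p and Benjamini-Hochberg adjustment. It is a normal approximation with 3 libraries per group, so no p is given for single genes. Of 10052 genes tested, 4239 (42.2%) passed at an adjusted p of at most 0.05, 2035 with the higher fold in aged and 2204 with the lower. Of these, 1215 also differed at least 2-fold, 709 higher and 506 lower in aged. After scaling to Gapdh1, 4956 passed as higher and 434 as lower. Higher and lower refer to the signed log2 fold, so a fall in young that is smaller or absent in aged counts as higher. The H2O-Young group enters this test, and a deviation of that group beyond the recovered variances would enter the counts, which was not tested.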

Our translatome analysis showed that the total number of PQ-regulated genes decreased with aging (Fig. 3g and h). 

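In aged oenocytes paraquat raised 239 genes and lowered 212 of 10729 tested by the calls of the authors' deposited table, so that 47.0% of the called genes were down (95% Wilson interval 42.4% to 51.6%), and 114 of them were listed at 0 in one group. The median log2 fold change of the called genes was 1.38 up and -1.24 down. Scaled to Gapdh1, 876 genes were up and 79 down (8.27% down), where the median log2 fold change of all genes shifted by 0.55. tau, which encodes a microtubule-binding protein, rose with paraquat in aged at 3.43 in the authors' deposited table. CG5112 on chromosome 3R of dm6 from 25491285 to 25493262, fell at -2.34 from an FPKM of 179 to 35.3. PGRP-SD, a receptor for bacterial peptidoglycan, fell at -2.14 and had 0.25 in young in the authors' deposited table, and the difference between the ages passed the interaction test.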

About 949 genes were differentially expressed under paraquat treatment at young ages (198 up-regulated and 751 down-regulated), while only 385 genes were differentially expressed at middle ages (213 up-regulated and 172 down-regulated) (Additional file 2: List 7–8). In addition, paraquat treatment targeted a different sets of the biological processes and signaling pathways between young and middle ages (Fig. 3g and h). 

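The genes that rose with paraquat at both ages numbered 16 and those that fell at both 34, by the calls of the authors' deposited table, where independent lists would share 4.63 and 13.5. Another 56 genes were called in opposite directions, against 18.0 for independent lists, of which 44 fell in young and rose in aged. These 2 comparisons share no library. The count of 56 was 37 with an FPKM of at least 0.01 in both groups, 23 with at least 1 in at least one group and 8 with the fold on FPKM + 1. CG4115 on chromosome 3R of dm6 from 12360008 to 12363255, had an FPKM of 0.980 in H2O-Young, 37.8 in PQ-Young, 25.9 in H2O-Aged and 1.04 in PQ-Aged in the authors' deposited table. ninaE rose in young and fell in aged, at a log2 fold change of -1.04. CG17107 fell in young at -1.11 and rose in aged at 2.65 in the authors' deposited table. Dredd, the caspase of the Imd pathway, had an FPKM of 443, 34.3, 58.8 and 893 in H2O-Young, PQ-Young, H2O-Aged and PQ-Aged, and did not pass the interaction test.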

In young oenocytes, paraquat up-regulated pathways like response to DNA metabolism and DNA recombination, while down-regulating immune response, fatty acid biosynthesis, and fatty acid elongation (Additional file 3: List 9–10). In contrast, different sets of pathways were up-regulated by paraquat at middle ages, such as pheromone binding and cation channel activity (Additional file 3: List 11–12).

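Between young and aged oenocytes the paraquat effect on DNA replication genes was lower in aged for 22 and higher for 2 of 40 genes by the interaction test on the authors' deposited table, and for DNA repair and checkpoint it was lower for 19 and higher for 4 of 39. After scaling to Gapdh1 the direction turned, with 18 higher and 3 lower, and 18 higher and 7 lower. Germline markers were lower in aged for 13 and higher for 2 of 26 in the authors' deposited table, and after scaling to Gapdh1 higher for 9 and lower for 3. PCNA, the sliding clamp of DNA polymerase, had a paraquat log2 fold change of 0.49 in young and -0.10 in aged in the authors' deposited table, neither called. RnrS, the small subunit of ribonucleotide reductase, had 0.45 and -0.18, and the difference between the ages passed the interaction test for PCNA and RnrS. For antimicrobial peptides the effect was higher in aged for 11 of 17 genes, for Bomanins 12 of 15, for fatty acid elongation 16 of 21 and for fatty acyl-CoA reductases 9 of 15, with none lower. Markers of other tissues moved the same way, as the signed fold was higher for 15 of 21 eggshell markers with none lower and for 25 of 36 midgut markers with 1 lower. Their medians were -2.16 in young and -0.54 in aged for eggshell, and -1.17 and -0.07 for midgut. Under quantile normalization 4 elongation and 4 reductase genes were lower in aged. In aged oenocytes 1 antimicrobial peptide gene rose and 1 Bomanin gene fell with paraquat in the authors' deposited table. Of 9 tested genes of fatty acid synthesis and desaturation 1 fell with paraquat in young (1 adjusted over the list alone), and it was FASN3 at -1.76. In young flies 8 of 15 fatty acyl-CoA reductase genes fell (8 adjusted over the list alone).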

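Of 31 tested odorant-binding protein genes, which bind odors and pheromones in sensory organs, 5 rose and 1 fell with paraquat in aged flies in the authors' deposited table (4 and 1 adjusted over the list alone). Over the list the median log2 fold change was 0.31 at percentile 99.99. Of 14 neuron markers 10 had a fold change above 0 with paraquat in aged flies in the authors' deposited table, but only 1 was called up. Their median was 0.25 at percentile 98.7, with a bootstrap interval of -0.0009 to 0.51, which includes 0. By the interaction test the signed paraquat log2 fold of 7 neuron markers was higher in aged and that of 1 lower. Obp83a and Obp83b, neighbors on chromosome 3R of dm6 from 5972155 to 5976817, rose at 1.89 and 2.28 in the authors' deposited table. Obp83b had an FPKM of 15.8 in H2O-Young, 8.59 in PQ-Young, 2.84 in H2O-Aged and 13.8 in PQ-Aged. In young flies 1 of 32 odorant-binding protein genes rose and 6 fell in the authors' deposited table (1 and 6 adjusted over the list alone). By the interaction test the signed paraquat log2 fold was higher in aged for 10 of 30 genes and lower for none. Obp83a and Obp83b were among those that were higher. Scaled to Gapdh1, 9 of the 31 rose with paraquat in aged and none fell. With age in water 15 of 31 fell and none rose in the authors' deposited table (15 adjusted over the list alone).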

Next, we performed hierarchical clustering analysis and identified 11 distinct clusters among four groups (Fig. 3i). Among 11 clusters, cluster 3, cluster 5, and cluster 10 are three major clusters. Cluster 3 includes genes that were strongly up-regulated by aging but not PQ treatment. Gene ontology analysis showed that cluster 3 was enriched with genes in endocytosis, hippo, JAK-STAT, fanconi anemia pathway, phosphatidylinositol signaling, and DNA replication (Fig. 3j). 

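Of 72 tested nuclear genes of complexes I to V of oxidative phosphorylation, 9 fell and none rose with paraquat in young flies in the authors' deposited table (9 adjusted over the list alone), and 1 fell under quantile normalization. SdhC, a membrane subunit of succinate dehydrogenase, had -1.1 and ND-30, a core subunit of complex I, -0.97, of which SdhC was called. Of 31 proteasome genes 5 fell with paraquat in the authors' deposited table (5 adjusted over the list alone), with a median log2 fold change of -0.62. Prosalpha2, a subunit of the 20S core, fell at -1.2 with paraquat and at -3.04 with age in the authors' deposited table. SdhC and Prosalpha2 were not called with paraquat under quantile normalization, where 0 proteasome genes fell. The genes of the paper's clusters were not analysed here.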

Cluster 5 consisted of genes down-regulated by aging (less impacted by PQ), and was enriched in fatty acid metabolism, oxidative phosphorylation, and proteasome (Fig. 3j). In addition, clusters 10 included genes that were down-regulated in both aged and PQ-treated oenocytes, and was enriched in cell cycle and cytoskeleton organization (Fig. 3j). Taken together, our RiboTag analysis revealed common and distinct translatomic changes under aging and oxidative stress in adult oenocytes.

### Gene set enrichment analysis (GSEA) reveals key pathways that are up- and down-regulated in aged oenocytes

To further characterize oenocyte-specific signaling pathways that were regulated by aging and oxidative stress, we performed gene set enrichment analysis (GSEA) using a collection of pre-defined gene sets retrieved from Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Through GSEA, we discovered five pathways within which genes were up-regulated with age (FDR *q*-value< 0.05) (Fig. 4a and c, Additional file 3: List 13). They are mismatch repair, DNA replication, base excision repair, nucleotide excision repair, and fanconi anemia pathways. These pathways were tightly related to the cellular responses to DNA replication stress, suggesting a possible increased DNA replication stress during oenocyte aging. 

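Of 40 tested genes of DNA replication, 8 rose, 2 fell and 30 were not called with age in the authors' deposited table (8 and 2 adjusted over the list alone). The median log2 fold change was 0.56 (95% bootstrap interval 0.43 to 0.75), at percentile 100 of random lists of similar expression. Of 39 genes of DNA repair and checkpoint, 12 rose and 1 fell (12 and 1 adjusted over the list alone), with a median of 0.55 at percentile 99.0. RnrS had a log2 fold change of 0.99 in the authors' deposited table, just under the threshold, and was called under all 3 other scalings. grp, the Chk1 kinase of the DNA damage checkpoint, shares its locus with squ and had 0.91, and was called after scaling to Gapdh1 and under quantile normalization. The genes that fell were Psf1, a subunit of the GINS complex of the replication fork, at -1.27, the primase subunit gene Prim1, whose locus also holds Pex2, at -2.0, and mus312, a partner of DNA repair nucleases, at -1.49 in the authors' deposited table. After scaling to Gapdh1, 16 replication and 19 repair genes rose with age. Marker genes of the germline, where these genes are also expressed, moved with them, as 9 of 26 rose and none fell with age in the authors' deposited table (9 adjusted over the list alone). Among them CycB, which encodes cyclin B, rose from an FPKM of 249 to 654.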

Several key players in DNA replication stress response were up-regulated aged oenocytes, such as ATR/mei-41 (ATM- and Rad3-related kinase) and TopBP1/mus101 (DNA topoisomerase 2-binding protein 1).

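mei-41, the ATR kinase of the DNA damage checkpoint, lies on chromosome X of dm6 from 16391698 to 16405122, and its FPKM rose from 1.08 in H2O-Young to 3.45 in H2O-Aged in the authors' deposited table, a log2 fold change of 1.67. mus101 on chromosome X of dm6 from 13722246 to 13727113 rose from 2.54 to 6.98, at 1.46 in the authors' deposited table. Both remained called under all 3 other scalings. Paraquat in young flies gave log2 fold changes of 1.03 for mei-41 and 0.46 for mus101 in the authors' deposited table, and -0.44 and -0.12 in aged flies.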

**Fig. 4:**
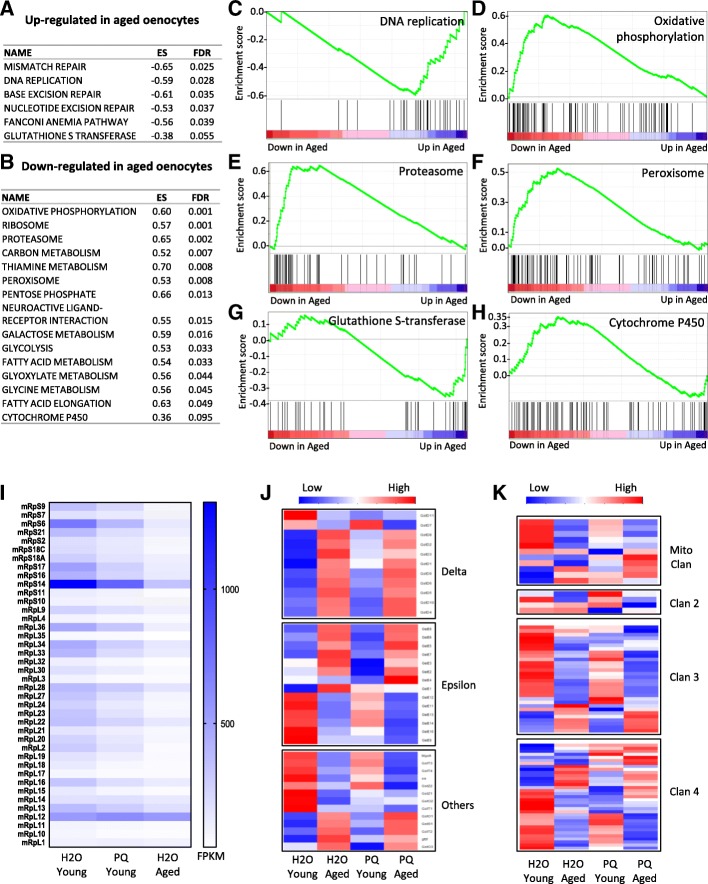
GSEA analysis revealed up- and down-regulated pathways under aging. **a** List of the pathways up-regulated in aged oenocytes. **b** List of the pathways down-regulated in aged oenocytes. ES: Enrichment score. **c-h** GSEA enrichment profiles of six pathways: DNA replication, oxidative phosphorylation, proteasome, peroxisome, glutathione S-transferase, cytochrome P450. **i-k** Heatmaps for mitochondrial ribosomal subunits, glutathione S-transferase, cytochrome P450

On the other hand, GSEA analysis revealed 14 pathways that were significantly down-regulated during aging, such as oxidative phosphorylation, ribosome, proteasome, and peroxisome (Fig. 4b, d, e, f, Additional file 3: List 13). These results suggest that the functions of many key cellular organelles/components (e.g., mitochondria and peroxisome) were impaired in aged oenocytes. 

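Among the fixed lists, the median log2 fold change with age lay below percentile 5 of random lists of similar expression for complexes I and III, mitochondrial ribosomal proteins, the proteasome, peroxins, fatty acid synthesis, elongation and fatty acyl-CoA reductases, from the FPKM of the authors' deposited table. It also lay below percentile 5 for cytochrome P450, antimicrobial peptides, Bomanins, odorant-binding proteins and the markers of oenocytes, eggshell, fat body, midgut, photoreceptors and neurons, so that 18 lists lay there in all. Among random lists matched on length as well, antimicrobial peptides lay at percentile 62.19 and Bomanins at 12.56, and the other 16 stayed below 5. It was -1.73 for complex III (percentile 2.1), -1.15 for complex II (percentile 24.7), -1.80 for complex IV (percentile 5.38) and -1.47 for complex V (percentile 16.5). Of 24 fatty acid elongation genes 2 rose and 15 fell with age in the authors' deposited table (2 and 15 adjusted over the list alone), with a median of -2.48. Of 13 genes of mitochondrial fatty acid oxidation 1 rose and 5 fell (1 and 5 adjusted over the list alone), with a median of -0.83. wal, the alpha subunit of the electron transfer flavoprotein that takes electrons from fatty acid oxidation, fell at -2.09 in the authors' deposited table. The genes of the TCA cycle had 1 fall and 9 not called, with a median of -0.21. From the pathways that fell with age, the paper proposes that the functions of organelles such as mitochondria and peroxisomes were impaired in aged oenocytes.

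**Figure D2:**
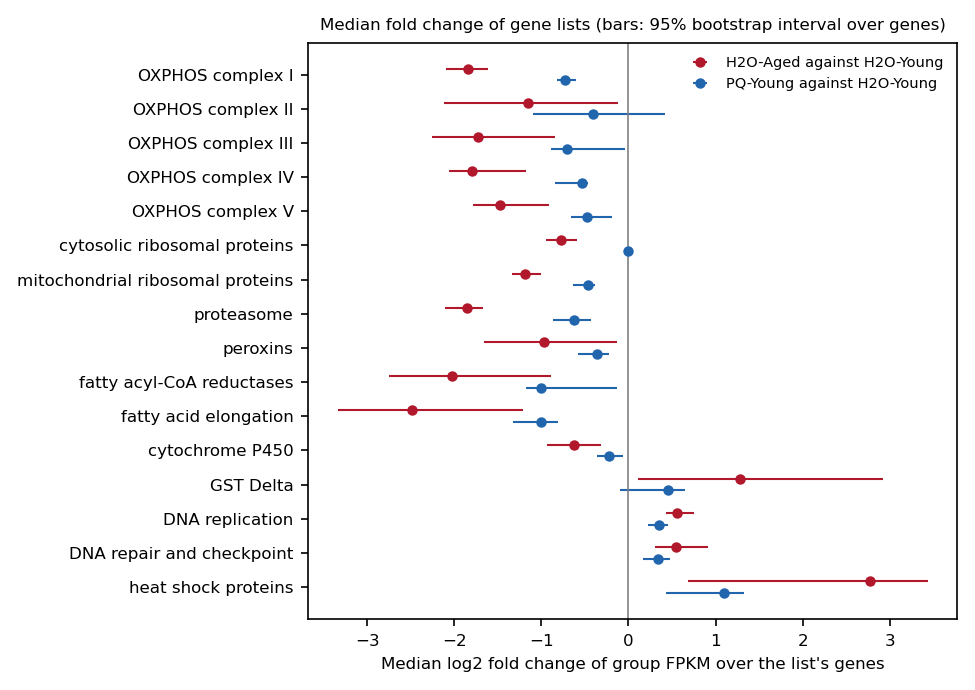
Median log2 fold change of 16 gene lists between H2O-Aged and H2O-Young (red) and between PQ-Young and H2O-Young (blue), with 95% bootstrap intervals over the list's genes as bars. Among the 16 lists the lowest medians with age belong to fatty acid elongation, at -2.48, and fatty acyl-CoA reductases, at -2.02. Cytosolic ribosomal proteins lie at -0.77 with age, a value that turns to 0.61 under quantile normalization.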

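Of the 72 tested nuclear genes of complexes I to V, 57 fell, none rose and 15 were not called with age in the authors' deposited table (57 adjusted over the list alone). Complex I had 30 of 34 genes down, with a median log2 fold change of -1.84 (95% bootstrap interval -2.09 to -1.61), and complex IV had 8 of 9 down. ND-B8, an accessory subunit of complex I on chromosome 2L of dm6 from 4454626 to 4456807, fell at -3.41 and ND-30 at -2.49 in the authors' deposited table. SdhC and SdhD, which anchor succinate dehydrogenase in the membrane, fell at -2.12 and -1.79. In complex III, UQCR-C2 fell at -2.52, UQCR-14 at -2.28 and RFeSP, the Rieske iron-sulfur protein, from an FPKM of 3030.3 to 402 in the authors' deposited table. In complex IV, levy fell at -2.14 and COX5A at -1.92, and in complex V, the ATP synthase, ATPsynO fell at -1.86. ND-15, whose locus also holds CG3436, had -1.18 in the authors' deposited table, lost its call after scaling to Gapdh1, and turned to 0.02 under quantile normalization. Under quantile normalization 18 of the 72 fell and 2 rose, and SdhC, SdhD, levy, COX5A and ATPsynO were no longer called. The paper's gene set enrichment took quantile-normalized FPKM as its input and ranked genes by signal to noise. Its result was thus obtained under such a normalization and is not a count of 2-fold calls. The normalization here also ranked loci with too many fragments at their listed 0, 82 in H2O-Aged and 53 in H2O-Young. The midgut markers, mostly secreted proteases, moved with these genes, as 35 of 37 fell with age in the authors' deposited table (35 adjusted over the list alone), with a median of -2.11.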

In aged oenocytes, we found that the key components of all five complexes in mitochondrial electron transport chain were down-regulated, such as NADH dehydrogenase subunits (e.g., *ND-13, ND-15, ND-30, ND-B8*), succinate dehydrogenase (e.g., *SdhC, SdhD*), cytochrome bc1 complex (e.g., *Cyt-c1, UQCR-14, UQCR-C2, UQCR-Q, ox*), cytochrome c oxidase subunits (e.g., *COX4, COX5A, COX5B*), and ATP synthase subunits (e.g., *ATPsynB, ATPsynD, ATPsynF, ATPsynO*) (Additional file 2: List 2). Interestingly, we found that aging down-regulated many mitochondrial ribosomal subunit genes (44 out of 72 annotated mitochondrial ribosomal proteins) (Fig. 4i) (Additional file 2: List 2). 

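Of 73 tested mitochondrial ribosomal protein genes, 45 fell, none rose and 28 were not called with age in the authors' deposited table (45 adjusted over the list alone). Their median log2 fold change was -1.19 (95% bootstrap interval -1.34 to -1.0). mRpS6, a protein of the small subunit, fell from an FPKM of 718 to 155, and mRpL12, a protein of the large subunit, had a log2 fold change of 0.02 in the authors' deposited table. Scaled to Gapdh1, 26 of the genes fell, and under quantile normalization 13 fell, with none up in either. Of these genes 3 fell with paraquat in young flies in the authors' deposited table (3 adjusted over the list alone), with a median of -0.47. The eggshell markers moved with this group, as 20 of 21 fell with age in the authors' deposited table (21 adjusted over the list alone).

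**Figure D3:**
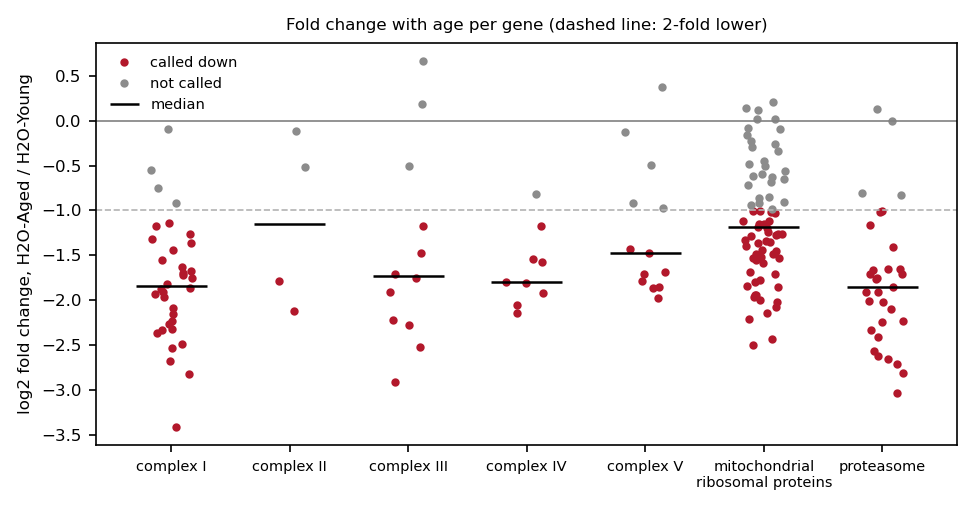
Log2 fold change between H2O-Aged and H2O-Young of each tested gene of complexes I to V, the mitochondrial ribosome and the proteasome, from FPKM of the authors' deposited table. Red points are genes called down and gray points genes not called, black bars are the medians, and the dashed line at -1 marks a 2-fold fall. Most genes of each group lie below the dashed line, apart from complex II with 2 of 4. Under quantile normalization the medians move up to -0.90 for complex I, -0.61 for mitochondrial ribosomal proteins and -0.56 for the proteasome. Of the 72 genes of complexes I to V, 57 fell with age and 18 did so under quantile normalization, where 2 rose. Among those no longer called were SdhC and SdhD of complex II, levy and COX5A of complex IV and ATPsynO of complex V.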

Lastly, we observed an age-related decrease in the expression proteasome subunit genes. These include 20S protein subunits (e.g., *Prosalpha2, Prosalpha3, Prosbeta1, Prosbeta2, Prosbeta3*), and 19S regulatory cap subunits (e.g., *Rpn1, Rpn11, Rpn12, Rpt1, Rpt2, Rpt3*) (Additional file 2: List 2).

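Of 31 tested proteasome genes 27 fell, none rose and 4 were not called with age in the authors' deposited table (27 adjusted over the list alone), and the median log2 fold change was -1.85 (95% bootstrap interval -2.10 to -1.66). Prosalpha2 on chromosome 3R of dm6 from 12431321 to 12433822 had an FPKM of 15986 in H2O-Young and 1942 in H2O-Aged in the authors' deposited table. The catalytic core subunits Prosbeta1 and Prosbeta2 fell at -2.71 and -2.62, and Prosbeta3 fell at -2.81 in the authors' deposited table. In the 19S cap, the deubiquitinase Rpn11 fell at -1.71, Rpn12 at -2.23 and the ATPases Rpt2 and Rpt3 at -1.66 and -1.41 in the authors' deposited table. Rpt1 had -1.7 and shares its locus with CG17985. Under quantile normalization 9 of the 31 fell, and Rpn11, Rpt1, Rpt2 and Rpt3 were no longer called.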

Reduced xenobiotic metabolism is one of the hallmarks of liver aging [37]. Xenobiotics metabolism (or detoxification) consists of three major phases [38]. The Phase I and II enzymes represent the most abundant classes of detoxification system, including cytochrome P450 (CYPs) and glutathione S-transferases (GSTs). Interestingly, our GSEA analysis revealed distinct expression patterns for these two detoxification enzyme families. 

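Of 11 tested Delta class genes 7 rose, 1 fell and 3 were not called with age in the authors' deposited table (7 and 1 adjusted over the list alone), and the median log2 fold change was 1.28 (95% bootstrap interval 0.12 to 2.92), at percentile 100. GstD5 on chromosome 3R of dm6 from 12375733 to 12376572 rose from an FPKM of 3.15 to 63.1, GstD2 rose at a log2 fold change of 1.38 and GstD3 at 1.18 in the authors' deposited table. GstD1 had 0.99, just under the threshold, and was called up under all 3 other scalings. GstD11 fell at -1.35 and was not called after scaling to Gapdh1. The Delta genes lie in a cluster of similar sequences, and reads shared between them may be split by the counting. Of 14 Epsilon class genes 3 rose and 5 fell in the authors' deposited table (3 and 5 adjusted over the list alone), with a median of -0.10, where GstE12 fell at -1.86. Under quantile normalization 5 of the 14 rose and 2 fell, and the median was above 0. Of 12 genes of the other classes 1 rose, the Sigma class gene GstS1 at 1.33, and 5 fell in the authors' deposited table (1 and 5 adjusted over the list alone). Paraquat in young flies raised 1 Delta gene and lowered 1 in the authors' deposited table (1 and 1 adjusted over the list alone).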

We found that almost all GSTs in Delta class were up-regulated under aging, while other classes showed mixed expression patterns (Fig. 4j, Additional file 2: List 9). The microsomal glutathione S-transferase (*Mgstl*), one of the highly enriched oenocyte genes, was significantly down-regulated during oenocyte aging (Additional file 2: List 9).

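Mgstl lies on chromosome X of dm6 from 21042125 to 21044107 and had an FPKM of 2685 in H2O-Aged in the authors' deposited table. Its log2 fold change with age was -3.52, and it remained called down under the 3 other scalings. With paraquat it had -0.97 in young flies, called after scaling to Gapdh1, at 1.5-fold or with no fold threshold, and -0.43 in aged flies in the authors' deposited table.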

On the other hand, most of the cytochrome P450 genes were down-regulated in aged oenocytes (Fig. 4h and k). 

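Of 82 tested cytochrome P450 genes 9 rose, 24 fell and 49 were not called with age in the authors' deposited table (9 and 24 adjusted over the list alone). Over the list the median log2 fold change was -0.63 at percentile 0.210 of random lists of similar expression. Cyp4e1 on chromosome 2R of dm6 from 8447451 to 8451904 had the largest fall among them, at -4.87, and Cyp4d20 fell at -2.51 in the authors' deposited table. Cyp4p2 had 3.24 and shares its locus with Cyp4p1. Cyp4p1 is also listed with values of its own, an FPKM of 2.97 in H2O-Young and 17.2 in H2O-Aged. Paraquat in young flies raised 4 and lowered 10 in the authors' deposited table (4 and 10 adjusted over the list alone), with a median of -0.22. Marker genes of neurons moved in the same direction with age, as 7 of 14 fell and none rose in the authors' deposited table (7 adjusted over the list alone).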

Many of the down-regulated CYPs have been previously linked to insecticide resistance or xenobiotic metabolism, such as *Cyp6a8, Cyp6a21, Cyp308a1, Cyp12a4, Cyp6a2, Cyp6w1, and Cyp313a1* (Additional file 2: List 10). 

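Cyp6a8 fell with age at a log2 fold change of -2.2 and Cyp6a21 at -1.98 in the authors' deposited table. Cyp12a4, a mitochondrial P450, fell at -1.76, Cyp6a2 at -1.71 and Cyp6w1 at -1.51 in the same comparison of the authors' deposited table. Cyp6a2 had an FPKM of 12.3 in H2O-Young and 3.74 in H2O-Aged. Cyp308a1 had -1.81 and Cyp313a1 -1.24 in the authors' deposited table, and neither was called with age. Cyp313a1 fell with paraquat in young flies at -1.3, a call that was lost under quantile normalization.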

Besides metabolizing exogenous chemicals, several CYPs catalyze endogenous metabolites and play key roles steroid hormone biosynthesis and fatty acid metabolism. For example, *Cyp4g1* is a key CYP gene involved in cuticular hydrocarbon biosynthesis [39] and triglyceride metabolism [15]. 

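Cyp4g1, the oxidative decarbonylase that makes cuticular hydrocarbons, is listed at 0 in all 4 groups of the authors' deposited table, where its locus is marked as holding too many fragments to compute. No fold change with age can be taken from it. The paper's reported FPKM for Cyp4g1, in List 1 of Additional file 2 (of which the first 1999 of 13175 genes were used here), is 33008 in H2O-Young, 13055 in H2O-Aged, 23924 in PQ-Young and 7136 in PQ-Aged. Cpr, the reductase that supplies electrons to Cyp4g1 and other P450 enzymes, had an FPKM of 3866 in H2O-Young and 1249.5 in H2O-Aged in the authors' deposited table. It fell at a log2 fold change of -1.63 and was not called under quantile normalization. Of 11 tested oenocyte markers 9 fell with age in the authors' deposited table (9 adjusted over the list alone).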

The expression of *Cyp4g1* was decreased in aged oenocytes (Additional file 2: List 10). About eight CYPs (also known as the Halloween genes) in *Drosophila* are known to regulate ecdysteroid metabolism. Two of them, *Cyp306a1* (*Phantom*) and *Cyp315a1* (*Shadow*), were highly expressed in oenocytes (32-fold and 12.5-fold enriched respectively) (Additional file 1: Figure S2). During oenocyte aging, *Phantom* was down-regulated, whereas *Shadow* was up-regulated (Additional file 2: List 10).

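phtm, which encodes the ecdysteroid hydroxylase Phantom on chromosome X of dm6 from 18685766 to 18688433, had an FPKM of 199 in H2O-Young and 95.2 in H2O-Aged in the authors' deposited table. Its log2 fold change of -1.07 passed the threshold, but not after scaling to Gapdh1 or under quantile normalization. sad, the ecdysteroid hydroxylase Shadow on chromosome 3R of dm6 from 11877235 to 11882534, rose from 68.8 to 896, at 3.7 in the authors' deposited table. Of 6 tested Halloween genes, which include both, 1 rose, 1 fell and 4 were not called (1 and 1 adjusted over the list alone). Under paraquat in young flies phtm had 0.03 and sad 1.19 in the authors' deposited table.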

### Peroxisome pathway is deregulated in aged oenocytes

Recent studies suggest that peroxisome protein import is impaired during aging [40]. 

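Of 15 tested peroxin genes 13 had a log2 fold change below 0 with age, and 6 fell, none rose and 9 were not called in the authors' deposited table (6 adjusted over the list alone). The median was -0.97 (95% bootstrap interval -1.65 to -0.14) at percentile 2.04 of random lists of similar expression. Pex13, a protein of the import pore, had -0.12 in the authors' deposited table.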

Our GSEA analysis revealed that except for *Pex1* (up-regulated), most of the genes involved in peroxisome biogenesis (also called peroxin, *PEX*) were down-regulated in aged oenocytes (Figs. 4f and 5a, Additional file 2: List 11). Out of 16 peroxin genes, five of them showed significant down-regulation during aging (fold change ≥2, FDR adjusted *p*-value ≤0.05). They are matrix enzyme import components (*Pex5, Pex12*), receptor recycling (*Pex6*), and membrane assembly components (*Pex16, Pex19*) (Fig. 5a and b). In addition, most of the *PEX* genes were also down-regulated by paraquat treatment, but to a less extend comparing to aging (Fig. 5c).

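Scaled by the median ratio 5 peroxin genes fell with age, and after scaling to Gapdh1 or under quantile normalization 3 did, from the q-values of the authors' deposited table. Pex19, the chaperone of peroxisomal membrane proteins, fell from an FPKM of 949.7 in H2O-Young to 302 in H2O-Aged in the authors' deposited table. Another gene called down was Pex2, an import ubiquitin ligase on chromosome 3L of dm6 from 8339051 to 8344404, with an FPKM of 299.8 and 75.1 in the authors' deposited table. Its locus also holds Prim1 and CG7083, so the fall cannot be assigned to Pex2.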

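The log2 fold change with age was -1.22 for Pex5, the receptor of matrix enzymes, -1.06 for Pex6, -1.12 for Pex16 and -1.65 for Pex19 in the authors' deposited table. After scaling to Gapdh1 the calls of Pex5, Pex6 and Pex16 were lost, that of Pex6 was also lost with the median ratio, and those of Pex5, Pex16 and Pex19 were lost under quantile normalization. Pex5 lies on chromosome X of dm6 from 1865909 to 1873565 and had an FPKM of 147 in H2O-Young and 63.0 in H2O-Aged in the authors' deposited table.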

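With paraquat in young flies no peroxin gene was called in the authors' deposited table, while 13 of 15 had a log2 fold change below 0 and the median was -0.37. Pex19 had -0.58 and Pex5 -0.37 in the authors' deposited table. In aged flies paraquat gave -0.17 and 0.05. By the interaction test on these values the signed paraquat log2 fold was higher in aged for 6 of 14 peroxin genes and lower for 1. Whether the effect of age exceeds that of paraquat was not tested.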

**Fig. 5:**
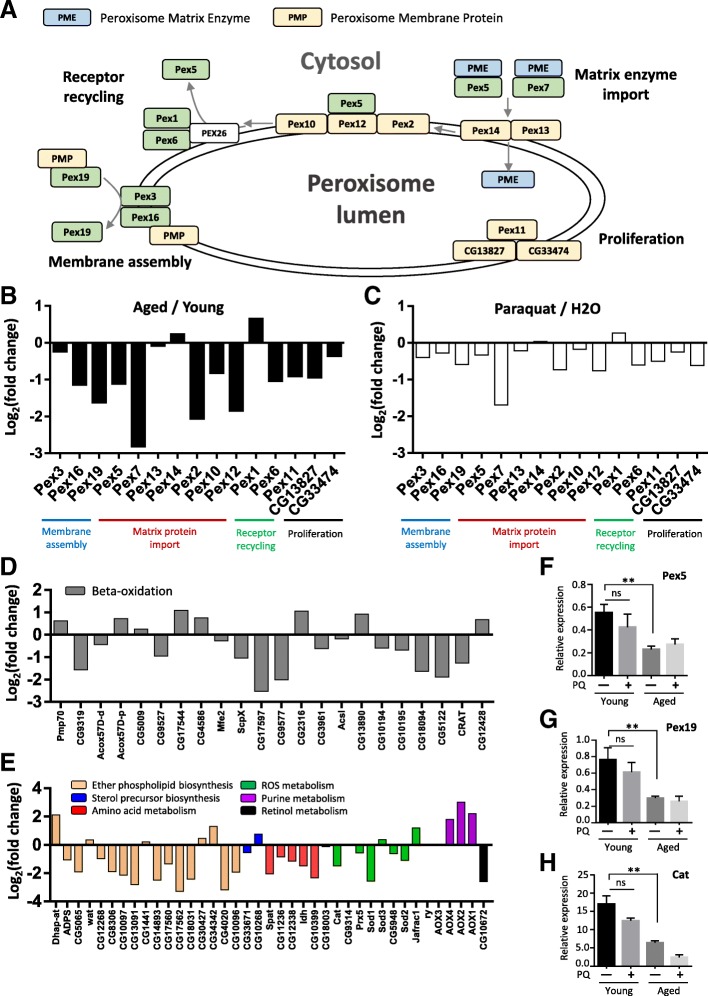
Peroxisome pathway is translationally deregulated in aged oenocytes. **a** Schematic diagram showing peroxisome pathway and the role of each peroxin (PEX) genes. **b** and **c** Log_2_ (fold change) of the expression of PEX genes under aging and paraquat treatment, based on oenocyte RiboTag sequencing results. **d** and **e** Log_2_ (fold change) of the expression of genes involved in other peroxisome functions during oenocyte aging. **f-h** qRT-PCR verification of three peroxisome genes (*Pex5, Pex19, Cat*). One-way ANOVA (** *p* < 0.01, ns = not significant). *N* = 3

Besides peroxisome biogenesis, genes involved in other peroxisomal functions were also down-regulated during oenocyte aging (Fig. 5d and e, Additional file 2: List 11). These functions include fatty acid beta-oxidation, ether phospholipid biosynthesis, amino acid metabolism, ROS metabolism, purine metabolism, and retinol metabolism. 

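Of 19 tested genes of peroxisomal beta-oxidation 1 rose, 7 fell and 11 were not called with age in the authors' deposited table (1 and 7 adjusted over the list alone), with a median log2 fold change of -0.61 at percentile 5.6. Of 15 fatty acyl-CoA reductase genes 10 fell and none rose (10 adjusted over the list alone), with a median of -2.02 at percentile 0. Of 18 antioxidant enzymes 1 rose and 6 fell in the authors' deposited table (1 and 6 adjusted over the list alone), with a median of -0.37. For the antioxidant enzymes the direction turned under quantile normalization, where 6 rose and 2 fell and the median was 0.52. Prx4, a peroxiredoxin of the secretory pathway, was the enzyme that rose in the authors' deposited table, at 1.0.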

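CG17597, a thiolase related to the sterol carrier protein X, lies on chromosome 2L of dm6 from 18826770 to 18831153, and its FPKM fell with age from 1225 to 171 in the authors' deposited table. ScpX fell at a log2 fold change of -1.36, the enoyl-CoA hydratase gene CG9577 at -2.36 and the carnitine acetyltransferase gene CRAT at -1.49 in the authors' deposited table. ScpX was not called after scaling to Gapdh1 or under quantile normalization. The nudix hydrolase genes CG18094 and CG10195 fell at -1.77 and -1.05, and CG10194 had -0.84 in the authors' deposited table and was not called. CG10195 was not called with the median ratio or after scaling to Gapdh1. CG5122, another carnitine acetyltransferase gene, was too low to be tested, at an FPKM of 0.0312 in H2O-Young.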

Several beta-oxidation genes showed significantly decreased expression, including sterol carrier protein X-related thiolases (*ScpX and CG17597*), enoyl-CoA hydratase (*ECH/CG9577*), carnitine O-acetyl-transferases (*CRAT and CG5122*), and nudix hydrolases (*CG10194, CG10195, CG18094*) (Fig. 5d). Consistently, hepatocyte nuclear factor 4 (*HNF4*), the major regulator for mitochondrial and peroxisomal beta-oxidation, was significantly down-regulated under aging and paraquat (Additional file 2: List 2). On the other hand, a few other beta-oxidative genes were up-regulated in aged oenocyte, such as ABC transporters (*Pmp70, CG2316*) that are responsible for transporting long-chain fatty acids into peroxisome, delta3-delta2-enoyl-CoA isomerase (*PECI/CG13890*), carnitine O-octanoyltransferase (*CROT/CG12428*). 

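Hnf4, a nuclear receptor on chromosome 2L of dm6 from 8687226 to 8709611, had an FPKM of 112 in H2O-Young, 87.1 in PQ-Young and 63.2 in H2O-Aged in the authors' deposited table. The log2 fold change was -0.82 with age and -0.36 with paraquat in young, and neither reached 2-fold. With no fold threshold, the q-values of the authors' deposited table, 1.1e-04 with age and 1.1e-04 with paraquat, were at most 0.05.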

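Abcd3 (Pmp70), an ABC transporter of the peroxisomal membrane, had a log2 fold change with age of 0.47, Dci (CG13890) 0.76 and the carnitine octanoyltransferase gene CROT 0.38 in the authors' deposited table, and these 3 were not called. Abcd3 was called up under quantile normalization and Dci after scaling to Gapdh1. Abcd3 had an FPKM of 149 in H2O-Young and 207 in H2O-Aged in the authors' deposited table.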

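Of the acyl-CoA oxidase genes, Acox3 was called with age in the authors' deposited table, where its log2 fold change was -1.25. Acox57D-d had -0.61, Acox57D-p 0.50, CG4586 0.60 and CG17544 0.96 in the authors' deposited table, and none of these 4 reached 2-fold. The next steps of peroxisomal beta-oxidation need the multifunctional enzyme Mfe2, which had -0.62 and was not called. Its sign turned under quantile normalization.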

Acyl-CoA oxidases (*Acox*) that are involved in the first step of beta-oxidation showed mixed expression pattern (Fig. 5d).

Consistent with increased ROS production during oenocyte aging, most of the genes regulating peroxisomal ROS metabolism were down-regulated in aged oenocytes, such as *catalase* (*Cat*), *superoxide dismutase 1* (*SOD1*), *peroxiredoxin 5* (*Prx5*). 

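Cat, the catalase that breaks down hydrogen peroxide, lies on chromosome 3L of dm6 from 18822604 to 18828188, and its FPKM fell from 6127 in H2O-Young to 1677 in H2O-Aged in the authors' deposited table, at a log2 fold change of -1.87. Sod1 fell at -2.69 to an FPKM of 6705 in the authors' deposited table. Prx5, a peroxiredoxin whose locus also holds CG7215, had -0.91 and was not called. Under quantile normalization Cat and Sod1 were not called, Sod1 was at 0.00 and Prx5 was above 0. Under paraquat in young flies Cat had -0.38 and Sod1 -0.75 in the authors' deposited table, and neither was called.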

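FarO, the fatty acyl-CoA reductase of oenocytes, fell with age at a log2 fold change of -3.0, and the reductase gene CG17560 fell from an FPKM of 2106 to 737 in the authors' deposited table. CG17560 was not called under quantile normalization. Gnpat, which encodes dihydroxyacetone phosphate acyltransferase, lies on chromosome 3R of dm6 from 25483098 to 25490936 and rose from 0.919 in H2O-Young to 3.51 in H2O-Aged, at 1.93 in the authors' deposited table. In PQ-Young against H2O-Young Gnpat had 0.70 and FarO -1.56 in the authors' deposited table.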

Although the majority of ether phospholipid synthesis genes (e.g., fatty acyl-CoA reductase, *FAR*) were down-regulated, there are a few genes that showed up-regulation during aging, such as dihydroxyacetone phosphate acyltransferase (*DHAPAT* or *Dhap-at*), the key enzyme for the production of acyl-DHAP (the obligate precursor of ether lipids). Additionally, three aldehyde oxidases (*Aox1, Aox2, Aox4*) in purine metabolism were up-regulated (Fig. 5e).

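AOX1, an aldehyde oxidase on chromosome 3R of dm6 from 15532137 to 15537292, rose from an FPKM of 185 in H2O-Young to 698 in H2O-Aged in the authors' deposited table, a log2 fold change of 1.91. AOX2 rose at 2.65, from 0.331 to 2.07 in the authors' deposited table. AOX4 was too low to be tested, with an FPKM of 0.0206 and 0.0661. Both calls held under the 3 other scalings. In PQ-Young against H2O-Young AOX1 had 0.78 in the authors' deposited table and was called under quantile normalization, at 1.5-fold or with no fold threshold.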

To verify our RiboTag sequencing results, we performed qRT-PCR analysis on three selected peroxisome genes, *Pex5*, *Pex19*, and *Cat*. Consistent with RNA-Seq results, qRT-PCR showed that all three genes were significantly down-regulated in aged oenocytes (Fig. 5f-h).

### Ketogenesis, fatty acid elongation, and peroxisome pathways are enriched in both oenocytes and liver

Fat body, but not oenocytes, is a long-established tissue model to study liver- and adipose-like functions in *Drosophila* [41]. Although hepatocyte-like functions (e.g., steatosis) have been previously observed in oenocytes [15], it remains unclear whether fat body and oenocytes each perform different aspects of liver-like functions in *Drosophila*. To address this question, we performed a tissue-specific gene expression comparison among *Drosophila* oenocytes, fat body, and human liver (Table 1). Because the translatome of *Drosophila* fat body is currently not available, we used transcriptome data in the analysis, despite there are some caveats for such translatome and transcriptome comparison.

**Table 1:** Comparison of the GO terms enriched in oenocyte, fat body and liver

GO	Oenocyte	Fat body	Liver
Biological Process	Fatty acid biosynthesis Fatty acid elongation Oxidation reduction Immune response Protein catabolism	Carboxylic acid metabolism Immune response Amino acid metabolism	Lipid metabolism Long-chain fatty acid metabolism Oxidation reduction Immune response Xenobiotic metabolism Bile acid metabolism
Molecular Function	Oxidoreductase activity Endopeptidase activity Fatty acid synthase activity Fatty acid elongase activity Peptidoglycan binding	Oxidoreductase activity Metalloendopeptidase activity Heme binding	Oxidoreductase activity Serine-type peptidase activity Lipid binding Heme binding
Cellular Component	Peroxisome Proteasome	Extracellular region	Peroxisome Extracellular region Endoplasmic reticulum
KEGG Pathway	Metabolism of xenobiotics Peroxisome Proteasome Ketone body metabolism Unsaturated fatty acid synthesis	Glycine, serine and threonine metabolism Arginine and proline metabolism	Metabolism of xenobiotics Peroxisome Bile secretion PPAR signaling pathway Retinol metabolism Biosynthesis of amino acids
Protein Domain	ELO family Proteasome subunit	Peptidase S1, M13 EGF-like domain	Serpin family Cytochrome P450

We first identified genes that were enriched in adult oenocytes by comparing our oenocyte RiboTag data (H2O-Young group) with previously published whole body transcriptome data (Additional file 2: List 12). Fat body-enriched genes were identified based on *Drosophila* tissue transcriptome database, FlyAtlas [42, 43] (Additional file 2: List 13). The genes with more than 5-fold higher expression in oenocytes (or fat body) comparing to whole body are defined as oenocyte-enriched (or fat body-enriched) genes. A total of 423 oenocyte-enriched genes and 544 fat body-enriched genes were identified through tissue translatome/transcriptome comparison (Additional file 1: Figure S3). A recent study showed that *Drosophila* oenocytes express many liver-like lipid metabolic genes/pathways [14]. About 15 of these genes were also found enriched in our oenocyte translatome analysis (e.g., *Cpr, Cat, spidey, FarO*) (Additional file 2: List 16). About 463 human liver-enriched genes were retrieved from the Human Protein Atlas [44] (Additional file 2: List 15).

Interestingly, there was very little overlap between oenocyte-enriched and fat body-enriched genes, suggesting that adult fat body and oenocytes may regulate distinct biological processes (Additional file 1: Figure S3A, Additional file 2: List 14). Gene ontology analysis revealed that fat body mainly expressed genes in carboxylic acid and amino acid metabolism, whereas oenocytes were enriched with genes in pathways like fatty acid biosynthesis, fatty acid elongation, proteasome-mediated protein catabolism, xenobiotic metabolism, ketone body metabolism, and peroxisome (Table 1, Additional file 3: List 14–15). Furthermore, we found that two innate immunity pathways, Toll and Imd (Immune deficiency), were differentially enriched in fat body and oenocytes (Additional file 1: Figure S3B, Additional file 2: List 12–13). Several genes in Imd pathway (*PRGP-LC, PRGP-LB, Dredd*) were enriched in oenocytes, whereas fat body were enriched with genes in Toll pathway (*Tl, PGRP-SA, GNBP3, modSP*) (Additional file 1: Figure S3B). Additionally, most of the antimicrobial peptides (AMPs) were enriched in oenocytes, but not in fat body (Additional file 1: Figure S3B).

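In H2O-Young oenocytes the receptor genes PGRP-LC and PGRP-LB of the Imd pathway, which sense bacterial peptidoglycan, had an FPKM of 418 and 180.5 in the authors' deposited table. Among the Toll pathway genes, the receptor Tl had 6.55, the recognition proteins PGRP-SA and GNBP3 40.7 and 19.7, and the protease modSP 5.29 in the authors' deposited table. With age PGRP-LC fell at a log2 fold change of -2.68. The fat body and whole body values that the enrichment rests on were not analysed here.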

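In H2O-Young the antimicrobial peptide gene Drs had an FPKM of 1063, Mtk 579.9, Drsl5 189.7 and DptB, a diptericin, 129.6 in the authors' deposited table. In H2O-Aged the values were 450.3, 336, 121 and 132. The fall of Drs with age, -1.24 on the log2 scale in the authors' deposited table, was not called after scaling to Gapdh1 or under quantile normalization. The whole body and fat body values were not analysed here.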

When comparing gene expression data between oenocyte and liver, we found that several pathways were specifically enriched in both liver and oenocytes, such as long-chain fatty acid metabolism, peroxisome, and xenobiotic metabolism (Table 1, Additional file 3: List 14–16). 

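Hmgs, which encodes HMG-CoA synthase on chromosome 2R of dm6 from 16324813 to 16341242, had an FPKM of 1253 in H2O-Young in the authors' deposited table. It was 1211 in H2O-Aged, a log2 fold change of -0.05 that was not called, and whose sign turned under each of the 3 other scalings. The values of whole body and liver were not analysed here.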

A close look at the enriched genes shared between oenocytes and liver revealed that *HMG-CoA synthase* (*Hmgs* in fly and *HMGCS1/2* in human), the key enzyme involved in ketogenesis and production of β-hydroxy-β-methylglutaryl-CoA (HMG-CoA), was highly expressed in both oenocytes and liver (Fig. 6a and b). Additionally, two other ketogenesis genes were also highly expressed in both oenocytes and liver. They are *HMG-CoA lyase* (*CG10399* in fly and *HMGCL* in human) and *D-β-hydroxybutyrate dehydrogenase* (*shroud* in fly and *BDH1* in human) (Fig. 6a and b). 

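In H2O-Young, sro (shroud) had an FPKM of 14.4 in the authors' deposited table. With age sro had a log2 fold change of -0.28 and was not called. The median of the ketogenesis list with age was -0.16 in the authors' deposited table, and its sign turned after scaling to Gapdh1 and under quantile normalization. Only the H2O-Young side of the comparison with liver was analysed here.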

Ketogenesis is primarily activated in mammalian liver, especially during fasting. These results suggest that oenocyte may be the fly tissue regulating ketogenesis similar to mammalian liver.

**Fig. 6:**
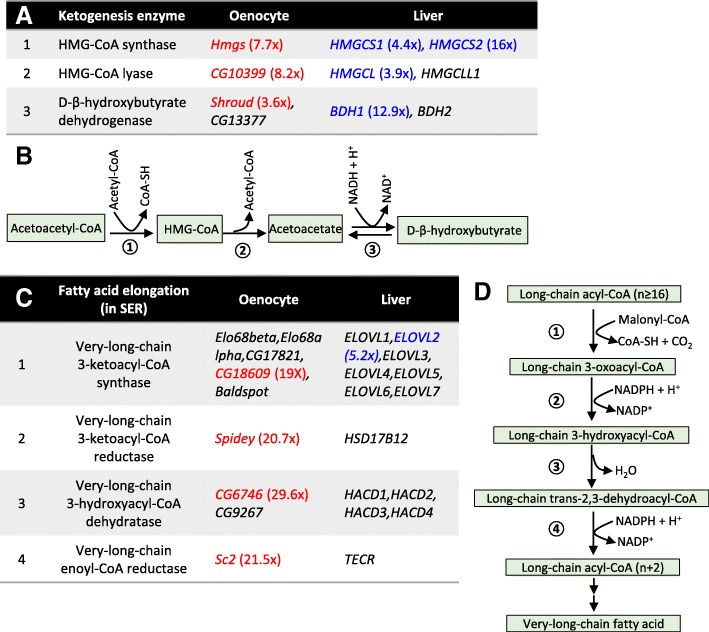
Ketogenesis and fatty acid elongation are enriched in both oenocytes and liver. **a** List of ketogenesis genes that are enriched in both oenocytes and liver. **b** Schematic diagram showing ketogenesis pathway. **c** List of genes in microsomal fatty acid elongation pathway that are enriched in both oenocytes and liver. **d** Schematic diagram showing microsomal fatty acid elongation pathway (in smooth ER). Oenocyte-enriched genes are highlighted in red. Liver-enriched genes are highlighted in blue

Microsomal fatty acid elongation and the synthesis of very-long-chain fatty acid (VLCFA) were also enriched in both oenocytes and liver (Fig. 6c and d). Liver and oenocytes were enriched for very-long-chain 3-ketoacyl-CoA synthase (*ELOVL2* in human and *CG18609* in fly), which catalyzes the first step of VLCFA synthesis in smooth endoplasmic reticulum (smooth ER). 

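CG18609, the elongase that condenses malonyl-CoA with a fatty acyl-CoA, lies on chromosome 2R of dm6 from 18718114 to 18754675 and had an FPKM of 2756 in H2O-Young in the authors' deposited table. Among the other elongase genes CG30008 had 28309 and CG9458 20395. In H2O-Aged these 3 genes were at 111, 1035 and 1001 in the authors' deposited table, log2 fold changes of -4.63, -4.77 and -4.35, and each remained called under the 3 other scalings. Whole body and liver values were not analysed here.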

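The 3-ketoacyl-CoA reductase gene spidey, the dehydratase gene Hacd1 (CG6746 in the paper) and the enoyl-CoA reductase gene Sc2 had an FPKM of 8060.2, 12425 and 8849 in H2O-Young in the authors' deposited table. Each fell with age, at log2 fold changes of -2.8, -3.74 and -2.8. With paraquat in young flies Hacd1 fell at -1.41, a call that was lost under quantile normalization, and Sc2 had -0.98 in the authors' deposited table and was called after scaling to Gapdh1, at 1.5-fold or with no fold threshold. Whole body values were not analysed here.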

Oenocytes also showed high expression of three other key enzymes in this process (*spidey, CG6746, Sc2*) (Fig. 6c and d). The enrichment of fatty acid elongation factors in oenocytes aligns well with previously known oenocyte function in the biosynthesis of VLCFA and hydrocarbons [21, 25]. 

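The fatty acyl-CoA reductase genes FarO, Sgp (CG13091 in the paper), CG14893, CG17562 and CG4020 had an FPKM of 3044, 1714, 54.3, 1727 and 7898 in H2O-Young in the authors' deposited table. In H2O-Aged FarO was at 379.6, Sgp at 199.9, CG14893 at 8.09, CG17562 at 159 and CG4020 at 716, and all 5 fell. CG14893, CG17562 and CG17560 are neighbors on chromosome 3R of dm6 from 16615309 to 16622702. The whole body values behind the enrichment were not analysed here.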

Notably, several key players involved in the production of cuticular hydrocarbons were enriched in adult oenocytes, including cytochrome P450 *Cyp4g1* (3.4-fold) and its obligatory redox partner, cytochrome P450 reductase *Cpr* (5.7-fold), as well as five peroxisome-localized fatty acyl-CoA reductases (FAR) (*FarO, CG13091, CG14893, CG17562, and CG4020*) (Additional file 2: List 11–12). In particular, *FarO* was 123-fold enriched in oenocytes, while *CG13091* was 243-fold enriched (Additional file 1: Figure S4).

Additionally, many oenocyte- and liver-enriched genes belong to peroxisome pathway, especially peroxisomal beta-oxidation (*CG17597, CG9577* in oenocytes, *ACOX2, BAAT, EHHADH, ACAA1, SLC27A2, ACSL1, PECR* in liver) (Additional file 1: Figure S4). Genes involved in ROS metabolism (e.g., *Cat, Sod1*) were also enriched in both oenocytes and liver (Additional file 1: Figure S4). Lastly, we found that fibroblast growth factor 21 (*bnl* in fly and *FGF21* in human), a key hormonal factor that regulates glucose homeostasis, was enriched in both oenocytes and liver (Additional file 2: List 12&15). 

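bnl, the fly fibroblast growth factor on chromosome 3R of dm6 from 19794075 to 19836817, had an FPKM of 44.7 in H2O-Young and 16.9 in H2O-Aged in the authors' deposited table. It fell with age at a log2 fold change of -1.4 and had 0.44 with paraquat in young flies, which was not called. The whole body and liver values were not analysed here.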

Taken together, our translatome analysis suggests that oenocytes and fat body regulate distinct processes, and oenocytes may participate several liver-like functions (e.g., ketogenesis, and long-chain fatty acid metabolism).

### Conservation in age-regulated signaling pathways between oenocytes and liver

Since our analyses suggest that *Drosophila* oenocytes may perform liver-like functions, we wonder if oenocyte and liver exhibit similar translational changes during aging. To test this, we compared our oenocyte RiboTag data with recent proteomic analysis of aging human liver [13], and transcriptomic analysis of aging mouse liver [10]. We first searched for fly orthologues of human/mouse liver genes using *Drosophila* Integrative Ortholog Prediction Tool (DIOPT) [45]. Out of 3063 proteins differentially expressed in aging human liver, 2081 of them have putative orthologues in *Drosophila* genome (DIOPT rank is moderate or high), corresponding to 2214 *Drosophila* genes (Fig. 7a). About 35% of these *Drosophila* orthologues (774 out of 2214) also showed differential expression during oenocyte aging (Additional file 2: List 17–18). Similarly, 735 of out of 1052 differentially expressed genes in aging mouse liver have putative *Drosophila* orthologues (corresponding to 881 *Drosophila* genes) (Fig. 7b). About 30% of these *Drosophila* orthologues (252 out of 881) are differential expressed in aging oenocytes (Additional file 2: List 19–20).

**Fig. 7:**
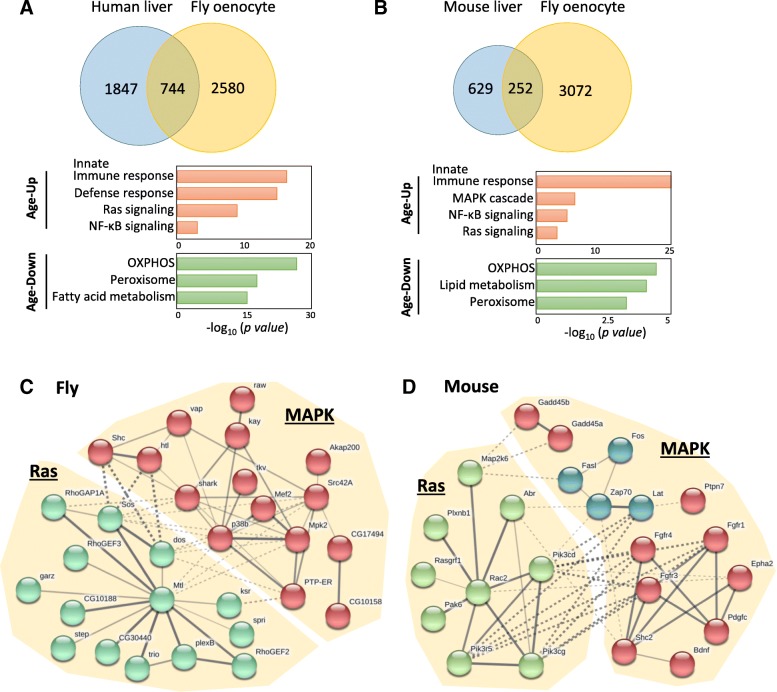
Conservation of age-related translational and transcriptional changes between oenocytes and liver. **a** Venn diagram comparing genes/proteins differentially expressed in aged human liver and aged fly oenocytes. GO terms for age-regulated proteins in human liver were shown in the lower panel. **b** Venn diagram comparing genes differentially expressed in aged mouse liver and aged fly oenocytes. GO terms for age-regulated genes in mouse liver were shown in the lower panel. OXPHOS: oxidative phosphorylation. **c** and **d** List of all genes in Ras/MAPK signaling pathway that were down-regulated in aged fly oenocytes and mouse liver. Protein network was generated using STRING (with *kmeans clustering* option). Continuum edge indicates a high confidence score. Dashed edge indicates a low confidence score

Gene ontology analysis revealed that several age-regulated biological processes and signaling pathways were shared between mammalian liver and fly oenocytes (Fig. 7a-b) (Additional file 3: List 17–22). 

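p38b, a stress-activated MAP kinase, rose with age at a log2 fold change of 1.1 in the authors' deposited table (q-value 0.0344), and kay, which encodes the AP-1 subunit Fos, rose at 1.4. Shark, a tyrosine kinase, rose at 1.65 and the plexin receptor gene PlexB from an FPKM of 0.243 to 0.835 in the authors' deposited table. Tl on chromosome 3R of dm6 from 26799041 to 26842403 rose at 1.46. In PQ-Young against H2O-Young p38b had 0.52, kay 0.47 and Shark 0.87 in the authors' deposited table, none of them called. The liver data were not analysed here.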

Genes up-regulated in both aged oenocytes and liver were enriched in pathways like innate immune response, Mitogen-activated protein kinase (MAPK) (e.g., p38b, kay, shark), Ras signaling (e.g., plexB), and Toll/NF-κB (e.g., Tl). On the other hand, commonly down-regulated genes in aging liver and oenocytes were found in oxidative phosphorylation (e.g., SdhC), fatty acid metabolism (e.g., Thiolase, whd), and peroxisome pathways (e.g., Catalase, ScpX). 

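Mtpbeta, the thiolase subunit of the mitochondrial trifunctional protein, fell with age at a log2 fold change of -1.25 in the authors' deposited table, a call that was lost after scaling to Gapdh1 and under quantile normalization. whd, which encodes carnitine palmitoyltransferase 1 on chromosome 2R of dm6 from 10468616 to 10478795, rose from an FPKM of 26.2 in H2O-Young to 55.9 in H2O-Aged, at 1.09 in the authors' deposited table, and remained called under the 3 other scalings. scu, a mitochondrial dehydrogenase of fatty acid oxidation, fell at -1.91 and was not called under quantile normalization. The liver data were not analysed here.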

Using STRING protein network analysis, we found that large number of Ras/MAPK signaling components were up-regulated under both oenocyte and liver aging (Fig. 7c-d), suggesting that age-dependent dysregulation of these pathways are conserved between fly and mammal.

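Of 32 tested genes of Ras and MAPK signaling 12 rose, none fell and 20 were not called with age in the authors' deposited table (12 adjusted over the list alone). Their median log2 fold change was 0.64 at percentile 99.5 of random lists of similar expression. The list holds p38b, kay, Shark and PlexB, which the paper names as up with age, so it is not independent of the paper's result. Germline markers rose alongside, 9 of 26 with none down in the authors' deposited table (9 adjusted over the list alone), with a median of 0.79 at percentile 100. Dsor1, the MAPK kinase of the Ras pathway, had -0.18, and Jra, the AP-1 subunit Jun, 0.64 in the authors' deposited table. Neither was called, though Jra was called after scaling to Gapdh1, where 17 of the 32 rose. None of the 32 was called with paraquat in young flies in the authors' deposited table (0 adjusted over the list alone), with a median of 0.23. The liver data were not analysed here.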

Lastly, we examined age-related gene expression changes between oenocytes and several other fly tissues, such as fat body, midgut, and heart. The age-related transcriptional profiles in these fly tissues were obtained from recent transcriptome studies (currently no translatomes for these tissues are available) [46–48] (Additional file 2: List 21–22). We recognize that there are known caveats for the transcriptome and translatome comparison, due to large variations in translation efficiency among genes. Pathway analysis (using STRING) revealed tissue-specific transcriptional profiles during fly aging (Additional file 1: Figure S5). For example, genes that were differentially expressed in aged oenocytes are enriched for proteasome and ribosome-related functions, while aged fat body showed transcriptional changes in aminoglycan metabolism, chitin metabolism, and detoxification. In aging heart, immune response, glycolysis and gluconeogenesis were enriched. And ion transport, DNA replication, and fatty acid degradation were altered in aging midgut. Taken together, aged oenocytes share similar expression profiles with aging liver, while they also exhibit unique features compared to other fly tissues.

## Discussion

Oenocytes are poorly studied yet important cells in insects [22, 23]. Although previous studies show that oenocytes play a crucial role in lipid metabolism (e.g., synthesis of cuticular hydrocarbon and pheromone), many other oenocyte-regulated physiological functions remain to be determined. Among the uncharacterized functions, we know very little about oenocyte aging and the role of oenocytes in aging regulation. To address these issues, we performed RiboTag sequencing to characterize *Drosophila* oenocyte translatome under aging and oxidative stress. We show that both aging and paraquat up-regulated DNA repair pathway, while down-regulating immune response and fatty acid elongation. In addition, aged oenocytes were associated with impaired peroxisome, mitochondrial, proteasome, and cytochrome P450 pathways. Our RiboTag sequencing also revealed many shared tissue-specific pathways and age-related translational changes between fly oenocytes and mammalian liver, highlighting evolutionarily conserved mechanisms underlying oenocyte and liver aging and potential functional homologies between the two tissues.

### Oenocyte-specific expressed genes are involved in both insect-specific and conserved liver-like functions

Previous functional and histological analyses showed that oenocytes contain large amounts of smooth ER and acidophilic cytoplasm (high protein and lipid contents) [49, 50], which is consistent with their roles in lipid synthesis and processing, especially the production of VLCFA and hydrocarbon [21, 25, 51, 52]. Interestingly, *Drosophila* oenocytes uptake and process fatty acids that are released from the storage tissue fat body during food deprivation [15]. The coordination between fat body and oenocytes in mobilizing lipid storage during fasting is quite similar to the adipose-liver axis in mammals. Besides lipid metabolism, many other oenocyte-associated functions (e.g., detoxification and ecdysteroid biosynthesis) have not yet been thoroughly examined at the molecular level. It is unclear whether some of these functions are also conserved liver-like functions, or they are merely insect-specific roles.

To better understand oenocyte function, we conducted oenocyte-specific translatome profiling in adult *Drosophila* and identified 423 genes that were highly expressed in oenocytes (at least 5-fold higher than whole body expression). These genes were enriched in pathways like fatty acid elongation, proteasome-mediated protein catabolism, xenobiotic metabolism, ketogenesis, and peroxisome pathways. There was only a small overlap between oenocyte-enriched and fat body-enriched genes, suggesting that the two tissues regulate distinct functions in *Drosophila*. Comparing to the genes and pathways enriched in human liver, we found that oenocytes shared several biological processes with liver, such as ketogenesis, peroxisomal beta-oxidation, ROS metabolism, long-chain fatty acid metabolism, and xenobiotic metabolism. This is consistent with a previous study showing that *Drosophila* oenocytes expressed high levels of lipid metabolic genes similar to those of mammalian liver [15]. One enriched pathway in *Drosophila* oenocytes that was not observed in the previous study is the ketogenesis pathway. It is well-known that ketone bodies (acetoacetate, β-hydroxybutyrate, and acetone) are primarily produced by liver when glucose is not available as fuel source [53]. Ketogenesis in insects, however, is not well studied. Ketone bodies have been detected in hemolymph, fat body, and thoracic muscle of adult desert locust and cockroach [54–56]. It is speculated that ketone bodies are produced in fat body according to the ex vivo tissue culture assay in locust [55]. However, fat body (along with many other tissues) can also oxidize ketone bodies, which is quite different from mammals where the ketogenesis tissue liver cannot oxidize ketone [55]. It might be possible that in previous ex vivo tissue culture studies, the ketone production came from a contaminated tissue (like oenocytes), rather than fat body. Based on our oenocyte translatome analysis, most of the ketogenesis genes are highly expressed in oenocytes, but not in fat body. Our data suggest that oenocytes are likely the major ketogenesis tissue. A careful function and genetic analysis, such as cell ablation or tissue-specific gene silencing, will need to be performed to examine whether oenocytes are responsible for ketogenesis in *Drosophila* and in other insect species.

Insect hydrocarbons serve as important waterproofing components, and species- and sex-specific recognition signals. The biosynthesis of hydrocarbons are involved in fatty acid elongation, desaturation, reduction, and oxidative decarbonylation [57]. Our oenocyte translatome analysis revealed an enrichment of genes in microsomal fatty acid elongation system, such as *CG18609, spidey, CG6746,* and *Sc2*. This is consistent with oenocyte’s role in hydrocarbon production and its abundant smooth ER content. In microsomal fatty acid elongation system, *spidey* (also known as *Kar*) encodes for the only very-long-chain 3-ketoacyl-CoA reductase in *Drosophila* genome, and it has been implicated in oenocyte VLCFA synthesis and waterproof of the trachea system [52], as well as the production of cuticular hydrocarbon, ecdysteroid metabolism, and oenocyte maturation [25, 58]. Final two steps of hydrocarbon production in insects are very-long-chain fatty acyl-CoA to aldehydes conversion by FAR and aldehyde oxidative decarbonylation by Cyp4g1 and Cpr [22, 39]. Our translatome analysis showed that five different *FARs* (including *FarO*), *Cyp4g1*, and *Cpr* are highly expressed in adult oenocytes. The large number of FARs expressed in adult oenocytes suggests that aldehyde-forming FARs may be responsible for the production of a variety of hydrocarbons in oenocytes, and each FAR can catalyze a unique set of very-long-chain fatty acyl-CoA esters that vary in saturation status and chain length.

In adult insects (especially in females), ovary is the major tissue for ecdysteroid biosynthesis [59, 60]. It remains to be determined whether other adult tissues are also capable to synthesize ecdysteroids. Interestingly, we found two Halloween genes (*phantom* and *shadow*) that are highly expressed in adult oenocytes, suggesting that oenocytes may participate in ecdysteroid synthesis in adult females. Our findings are consistent with an early study showing that abdominal oenocytes dissected from *Tenebrio molitor* larvae can synthesize 20-Hydroxyecdysone (β-ecdysone) [61]. Several recent studies also detected the expression of Halloween genes in adult tissues other than ovaries, such as brain [62], fat body, muscle, and Malpighian tubule [63]. To functionally verify the role of adult oenocytes in ecdysteroid biosynthesis, direct measurement of ecdysteroid production is needed when Halloween genes are specifically knocked down in oenocytes.

### Impaired peroxisome pathway and fatty acid beta-oxidation are the hallmarks of oenocyte aging

Our translatome analysis identified large number of genes (1092 up-regulated and 2232 down-regulated) that were differentially expressed between young and middle ages, suggesting that large cellular and molecular alterations can be observed in oenocytes at the middle age. Some of these changes are consistent with previous aging transcriptome analysis in *Drosophila* [32, 33, 64], such as up-regulation of DNA repair and down-regulation of oxidative phosphorylation. On the other hand, oenocyte aging was specifically associated with the dysregulation of several other pathways, such as down-regulation of peroxisome and fatty acid metabolism pathways. Peroxisomes are important subcellular organelles that participate in a variety of metabolic pathways, including alpha-oxidation of phytanic acids, beta-oxidation of VLCFA, ether phospholipid synthesis (e.g., plasmalogen biosynthesis), ROS and hydrogen peroxide metabolism, glyoxylate metabolism, catabolism of amino acids and purine [65]. There are about 16 peroxisome biogenesis genes (also known as peroxin, or PEX) in *Drosophila* that are responsible for peroxisome membrane assembly (Pex3, Pex6, Pex9), matrix enzyme import and receptor recycling (Pex5, Pex7, Pex13, Pex14, Pex2, Pex10, Pex12, Pex1, Pex6), and peroxisome proliferation (Pex11) [66]. Mutation in many peroxin genes leads to various forms of peroxisome biogenesis disorder (PBD), also known as Zellweger syndrome (ZS) in human [65]. Our data revealed that aging and PQ-induced oxidative stress decreased the expression of most of the peroxisome biogenesis and protein import genes, which may lead to reduced peroxisome function, including hydrogen peroxide metabolism. Decreased expression of receptor protein Pex5 and reduced peroxisomal enzyme import were previously observed in aged *C. elegans* [40] and during human fibroblast senescence [67]. Among many key peroxisomal enzymes, the importing of antioxidant catalase was significantly affected during fibroblast senescence, which led to accumulation of hydrogen peroxide and further disruption of peroxisome import [67]. Similar to early studies in aging rat liver [68–70], we found that the expression of many peroxisomal antioxidant enzymes (e.g., *Cat, SOD1, Prx5*) decreased in aged oenocytes. The combined dysregulation of peroxisomal gene expression and protein import may attribute to elevated toxic reactive oxygen species, and impaired oenocyte functions. Furthermore, generation of excess peroxisomal ROS could disrupt mitochondria redox balance, leading to mitochondrial dysfunction and tissue aging [71].

Impaired peroxisome biogenesis/protein import during aging not only contributes to reduced antioxidant capacity and elevated ROS levels, but also dysregulation of other peroxisomal functions. Besides ROS metabolism, our translatome analysis revealed that genes involved in peroxisomal beta-oxidation and ether phospholipid were down-regulated under oenocyte aging. This is consistent with previous studies showing that peroxisomal beta-oxidation activity decreased in old mouse liver [72]. Peroxisome has been shown to coordinate with mitochondrial fission/fusion pathway to regulate cellular fatty acid oxidation [73], a major metabolic process dysregulated during mouse aging [74]. Although the metabolic reactions for fatty acid beta-oxidation are similar in mitochondria and peroxisome, a set of fatty acid substrates can only be processed by peroxisomes, such as VLCFA, pristanic acid, di- and trihydroxycholestanoic acid (DHCA and THCA), long-chain dicarboxylic acids, certain polyunsaturated fatty acids [65, 75]. Mutation of peroxisome fatty acid transporter ABCD1 impaired peroxisomal beta-oxidation and caused to accumulation of VLCFAs and neuroinflammation, which is associated with X-link neurodegenerative disease adrenoleukodystrophy (ALD) [76, 77]. Mouse homozygous mutants of ACOX, which catalyzes the first step of peroxisomal beta-oxidation, also showed accumulation of VLCFA and development of microvesicular fatty liver. Although the expression of two *Drosophila* ACOX genes were not significantly altered during oenocyte aging, ScpX (peroxisomal thiolase) was significantly down-regulated. Mice with ScpX mutation showed defects in peroxisome proliferation, hypolipidemia, motor and peripheral neuropathy, as well as impaired catabolism of methyl-branched fatty acids [78]. In addition, reduced peroxisome function can disrupt lipid homeostasis and lipid composition, which could lead to compromised immune response [79, 80].

### Conservation between oenocytes and liver aging

The comparison of aging translatome/transcriptome between fly oenocytes and mammalian liver revealed many shared pathways between the two tissues. Among these conserved pathways, MAPK and Ras signaling pathways were significantly up-regulated in both aged oenocytes and liver. MAPK signaling is one of the major regulatory pathways involved in stress responses (e.g., oxidative stress). The typical MAPK pathway includes three branches: c-Jun N-terminal kinase (JNK), p38/MAPK, and extracellular signal-regulated kinase (ERK). Previous studies show that all three MAPK cascades are elevated under aging, probably due to increased oxidative stress [81, 82]. Dysregulated MAPK signaling has been implicated in cancer and neurodegenerative diseases such as Alzheimer’s disease, Parkinson’s disease, and amyotrophic lateral sclerosis (reviewed in [83]). In model organisms (e.g., *Drosophila* and *C. elegans*), activation of JNK and p38/MAPK extended lifespan and improved tissue functions in late life [84–86]. Among many MAPK components identified in our analysis, the activator protein 1 (AP-1) subunit, *Drosophila* Kay and its mouse orthologue c-Fos, were found significantly induced under aging. Both Kay and c-Fos are basic leucine zipper transcription factors that mediate MAPK signaling (especially JNK pathway) to regulate cell proliferation, tissue regeneration, stress tolerance [87, 88]. Since JNK signaling is the key regulator for the maintenance of tissue homeostasis in response to intrinsic and extrinsic stresses (e.g., UV irradiation, ROS, DNA damage, inflammatory cytokines, infection), the induction of Kay/c-Fos indicates an up-regulation of JNK signaling (and other MAPK pathways), as well as an elevated cellular stress responses in both aged oenocytes and liver. In addition, Ras small GTPase pathway, the upstream regulator of MAPK kinase cascades, was also up-regulated during oenocyte and liver aging. The direct role of Ras signaling pathway in longevity regulation has been previously demonstrated in several model organisms [89–92]. Further studies on Ras/MAPK signaling are needed to advance our understanding on the specific contributions of these pathways in oenocyte and liver aging. Nevertheless, the up-regulation of Ras/MAPK signaling pathways can be used as an important molecular signature and biomarker for oenocyte and liver aging.

## Conclusion

Using RiboTag sequencing, we characterized the first oenocyte translatome profiles in *Drosophila*. Our analysis uncovered many previously unexplored oenocyte-specific molecular pathways, especially those associated with oxidative stress and aging. Some of these pathways were enriched in both fly oenocytes and mammalian liver, suggesting a functional homology between the two tissues. We believe that the analysis of oenocyte translatome will contribute significantly to our understanding of oenocyte biology, as well as the molecular mechanisms for its role in stress response and aging regulation.

## Methods

### Fly strains, aging and paraquat treatment

Flies are raised in 12 h:12 h light:dark cycle at 25 °C, 60% relative humidity on agar-based diet with 0.8% cornmeal, 10% sugar, and 2.5% yeast (unless otherwise noted). Fly strains used in the present study include: w*; PromE-Gal4 (also known as *Desat1-GAL4.E800*) (Bloomington #65405) [21], *PromE-Gal4; UAS-CD8::GFP* (a gift from Alex Gould). *UAS-RpL13A-FLAG* transgenic fly lines were generated through germ line transformation of a standard pUAST vector containing full-length RpL13A fused with FLAG. The oenocyte-specific expression of *RpL13A* is under the control of an upstream activating sequence (UAS) upon GAL4 protein binding. To age flies, females were collected 2 days after eclosion, and 20 females per vial were maintained at 25 °C and transferred to fresh food every 2–3 days. Two ages were tested, young (10-day-old) and middle age (30-day-old). For paraquat treatment, flies were fed on fly food containing 10 mM of paraquat (at the food surface) for 24 h prior to each assay.

### Dihydroethidium (DHE) staining

Young and aged flies were fed on normal food or paraquat (10 mM) for 24 h prior to the staining with dihydroethidium (Calbiochem, Burlington, MA, USA. Catalog number: 38483–26-0). DHE staining was performed as previously described [93]. Briefly, fly abdomen was dissected out (fat body removed) and incubated with 30 μM of DHE in Schneider’s *Drosophila* Medium (ThermoFisher Scientific, Catalog number: 21720–024) for 5 min in a dark chamber on an orbital shaker. After additional 5 min incubation with 1 μg/mL of Hoechst 33342 (ImmunoChemistry Technologies, Bloomington, MN, USA. Catalog number: 639), fly abdomen was mounted with 50% glycerol in PBS. DHE staining was visualized with Olympus BX51WI upright epifluorescence microscopy.

### Oenocyte RiboTag

Female progeny from the crosses between *PromE-gal4* and *UAS-RpL13A-FLAG* were collected 2 days after eclosion. Four different experimental groups were tested: 1). 10-day-old females fed on normal food (H2O-Young); 2). 10-day-old females treated with 10 mM of paraquat for 24 h (PQ-Young); 3). 30-day-old females fed on normal food (H2O-Aged); 4). 30-day-old females treated with 10 mM of paraquat for 24 h (PQ-Aged). Three biological replicates (200 females per replicate) were performed for each group. Female flies were used in the present study, because *PromE-gal4* drives expression in testis (additional to oenocytes) in male flies [21].

RiboTag was performed following the protocol from McKnight Lab [30]. Briefly, flies were first frozen and ground in nitrogen liquid. The fly powder was then further homogenized in a Dounce tissue grinder containing 5 mL of homogenization buffer (50 mM Tris-HCl, pH 7.4, 100 mM KCl, 12 mM MgCl2, 1 mM DTT, 1% NP-40, 400 units/ml RNAsin RNase inhibitor, 100 μg/ml of cycloheximide, 1 mg/ml heparin, and Protease inhibitors). After centrifuging the homogenate at 10,000 rpm for 10 min, the supernatant was first pre-cleaned using SureBeads™ Protein G Magnetic Beads (Bio Rad, Hercules, CA, USA. Catalog number: 161–4023), and then incubated with 15 μl of anti-FLAG antibody (Sigma-Aldrich, St. Louis, MO, USA. Catalog number: F1804) for about 19 h at 4 °C. The antibody/lysate mixture was then incubated with 100 μl of SureBeads for 3 h at 4 °C. Ribosome-bound RNA was extracted and purified using RNeasy Plus Micro Kit (Qiagen, Hilden, Germany. Catalog number: 74034).

### Translatome library construction and high-throughput sequencing (RNA-Seq)

RNA-Seq libraries were constructed using 300 ng of total RNA and NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs (NEB), Ipswich, MA, USA. Catalog number: E7420). RNA concentrations were measured using Qubit RNA BR Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA Catalog number: Q10210). Poly(A) mRNA was isolated using NEBNext Oligo d(T)_25_ beads and fragmented into 200 nt in size. After first strand and second strand cDNA synthesis, each cDNA library was ligated with a NEBNext adaptor and barcoded with an adaptor-specific index. Twelve libraries were pooled in equal concentrations, and sequenced using Illumina HiSeq 3000 platform (single-end, 50 bp reads format).

### RNA-Seq data processing and differential expression analysis

The RNA-Seq data processing was performed on Galaxy, an open source, web-based bioinformatics platform (https://usegalaxy.org) [94]. FastQC was first performed to check the sequencing read quality. Then the raw reads were mapped to *D. melanogaster* genome (BDGP Release 6 + ISO1 MT/dm6) using Tophat2 v2.1.0 [95]. Transcripts were reconstructed using Cufflinks v2.2.1 with bias correction. Cuffmerge (http://cole-trapnell-lab.github.io/cufflinks/) was used to merge together 12 Cufflinks assemblies to produce a GTF file for further differential expression analysis with Cuffdiff v2.2.1.3 [96]. After normalization, differentially expressed protein-coding transcripts were obtained using following cut-off values, false discovery rate (FDR) ≤ 0.05 and fold-change ≥2. Non-coding gene and low expressed genes (FPKM< 0.01) were excluded from the analysis. RNA-Seq read files have been deposited to NCBI ‘s Gene Expression Omnibus (GEO) (Accession # GSE112146). To review GEO files: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112146.

### Principal component analysis (PCA), heatmap and expression correlation plot

PCA graph was generated using plotPCA function of R package DESeq2 [97]. Heatmaps and hierarchy clustering analysis were generated using heatmap.2 function of R package gplots. (https://cran.r-project.org/web/packages/gplots). Expression data was log2 transformed and all reads were added by a pseudo-value 1. The expression correlation plots were plotted using R package ggplot2 (https://cran.r-project.org/web/packages/ggplot2).

### Oenocyte-enriched genes and tissue-specific aging translatome/transcriptome analysis

Oenocyte-enriched genes were identified by comparing our oenocyte RiboTag data (H2O Young group) to the whole body transcriptome profiles from previous studies (two wild-type backgrounds: *w*^*1118*^*:* GSM2647344, GSM2647345, GSM2647345. *yw:* GSM694258, GSM694259). The sequencing reads with FPKM ≥0.01 were normalized by quantile normalization function using preprocessCore package. (https://www.bioconductor.org/packages/release/bioc/html/preprocessCore.html). Oenocyte-enriched genes were defined as those with 5-fold higher FPKM in oenocytes comparing to whole body. Fat body-enriched genes were obtained similarly by comparing the expression values between adult fat body and whole body (data retrieved from FlyAtlas).

The lists of differentially expressed genes in multiple fly tissues were extracted from previous transcriptome analyses, heart [46], posterior midgut [48], fat body [47]. Venn diagram analysis (http://bioinformatics.psb.ugent.be/webtools/Venn/) was performed to identify overlapping genes between different tissues.

### Gene set enrichment analysis (GSEA)

For GSEA analysis, a complete set of 136 KEGG pathways in *Drosophila* were downloaded from KEGG. Text were trimmed and organized using Java script. Quantile normalized FPKM values for each group were used as input for parametric analysis, and organized as suggested by GSEA tutorial site (GSEA, http://software.broadinstitute.org/gsea/doc/GSEAUserGuideFrame.html) [98]. Collapse dataset to gene symbols was set to false. Permutation type was set to gene set; enrichment statistic used as weighted analysis; metric for ranking genes was set to Signal to Noise.

### Gene ontology and pathway analysis

Functional annotation analysis of differentially expressed genes was performed using STRING. GO terms (Biological Process, Molecular Function, Cellular Component), KEGG pathway, INTERPRO Protein Domains and Features, were retrieved from the analysis. To build Ras/MAPK protein network in STRING, “kmeans clustering” option was used and number of clusters was set to 2 or 3.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

qRT-PCR was performed using Quantstudio 3 Real-Time PCR system and SYBR green master mixture (Thermo Fisher Scientific, Waltham, MA, USA Catalog number: A25778). To determine the most stable housekeeping gene, the Ct values for four housekeeping genes were examined in all 12 cDNA samples obtained from different treatments. Using an Excel-based tool, *Bestkeeper* [99], we confirmed that *Gapdh1* is the least-variable housekeeping gene across samples (Additional file 4). All gene expression levels were normalized to *Gapdh1* by the method of comparative Ct [100]. Mean and standard errors for each gene were obtained from the averages of three biological replicates, with one or two technical repeats. Primer sequences are available in Additional file 5.

### Statistical analysis

GraphPad Prism (GraphPad Software, La Jolla, CA, USA) was used for statistical analysis. To compare the mean value of treatment groups versus that of control, either student t-test or one-way ANOVA was performed using Dunnett’s test for multiple comparison.

## Additional files

Additional file 1: **Figure S1.** Age-dependent PromE-gal4 expression pattern. (A-B) Fluorescent image PromE-Gal4; UAS-CD8::GFP female flies at two ages: Young (10-day-old), Aged (30-day-old). Scale bar: 50 μm. (C) Quantification of GFP intensity from Panel (A&B). Student t-test (ns = not significant). *N*=9. **Figure S2.** Two ecdysteroid biosynthesis genes highly express in oenocytes. Schematic diagram showing ecdysteroid hormone metabolism pathway. Two Halloween genes, phantom and shadow, highly expressed in adult female oenocytes (Highlightedinred). **Figure S3.** Genes in innate immunity pathway highly express in oenocytes. (A) Genes enriched in oenocytes and fat body show less overlap. (B) Genes in Imd pathway were enriched in oenocytes, while fat body were enriched with genes in Toll pathway (Red arrows denote for age-induced genes. Blue arrows denote for age-repressed gene.). **Figure S4.** Peroxisome pathways are enriched in both oenocytes and liver. List of peroxisome genes that are enriched in both oenocytes and liver. **Figure S5.** (A) Venn diagram showing the overlap of differentially expressed genes in aged oenocytes, fat body, heart, and midgut. (B) GO terms enriched in aged oenocytes, fat body, heart, and midgut.

Additional file 2: All gene lists.

Additional file 3: All GO term tables.

Additional file 4: Housekeeping gene analysis using *Bestkeeper*.

Additional file 5: qRT-PCR Primer list.

## Abbreviations

AMP: Antimicrobial peptide
Cat: Catalase
CYP: Cytochrome P450
Desat1: Desaturase 1
DGE: Differential gene expression
DHAPAT: Dihydroxyacetone phosphate acyltransferase
DIOPT: Integrative Ortholog Prediction Tool
FAR: Fatty acyl-CoA reductase
FPKM: Fragments per kilobase million
GO: Gene ontology
GSEA: Gene set enrichment analysis
GST: Glutathione S-transferase
Imd: Immune deficiency
KEGG: Kyoto Encyclopedia of Genes and Genomes
MAPK: Mitogen-activated protein kinase
Mgstl: Microsomal glutathione S-transferase
NAFLD: Non-alcoholic fatty liver disease
NF-κB: Activation of nuclear factor-κB
PCA: Principal component analysis
PQ: Paraquat
Prx5: Peroxiredoxin 5
Sod1: Superoxide dismutase 1
VLCFA: Very-long-chain fatty acid

# Supplementary material for: RiboTag translatomic profiling of Drosophila oenocytes under aging and induced oxidative stress
**Source:** BMC Genomics. 2019 Jan 16;20:50. doi: 10.1186/s12864-018-5404-4
**Supplement:** Supplementary file 1 — Figure S1. Age-dependent PromE-gal4 expression pattern. (A-B) Fluorescent image PromE-Gal4; UAS-CD8::GFP female flies at two ages: Young (10-day-old), Aged (30-day-old). Scale bar: 50 μm. (C) Quantification of GFP intensity from Panel (A&B). Student t-test (ns = not significant). N=9. Figure S2. Two ecdysteroid biosynthesis genes highly express in oenocytes. Schematic diagram showing ecdysteroid hormone metabolism pathway. Two Halloween genes, phantom and shadow, highly expressed in adult female oenocytes (Highlightedinred). Figure S3. Genes in innate immunity pathway highly express in oenocytes. (A) Genes enriched in oenocytes and fat body show less overlap. (B) Genes in Imd pathway were enriched in oenocytes, while fat body were enriched with genes in Toll pathway (Red arrows denote for age-induced genes. Blue arrows denote for age-repressed gene.). Figure S4. Peroxisome pathways are enriched in both oenocytes and liver. List of peroxisome genes that are enriched in both oenocytes and liver. Figure S5. (A) Venn diagram showing the overlap of differentially expressed genes in aged oenocytes, fat body, heart, and midgut. (B) GO terms enriched in aged oenocytes, fat body, heart, and midgut.

Figure S1

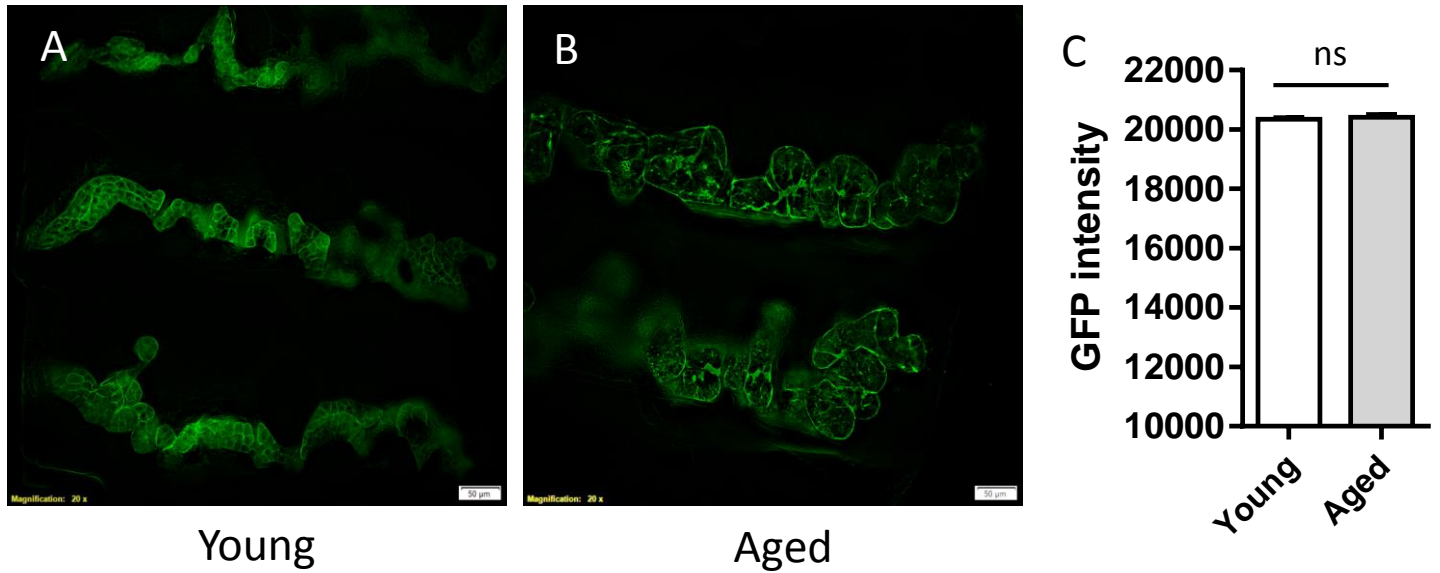

PromE-Gal4; UAS-CD8::GFP

Figure S1. Age-dependent PromE-gal4 expression pattern. (A-B) Fluorescent image PromE-Gal4; UAS-CD8::GFP female flies at two ages: Young (10-day-old), Aged (30-day-old). Scale bar: 50 μ m. (C) Quantification of GFP intensity from Panel (A&B). Student t-test (ns = not significant). N=9.

Figure S2

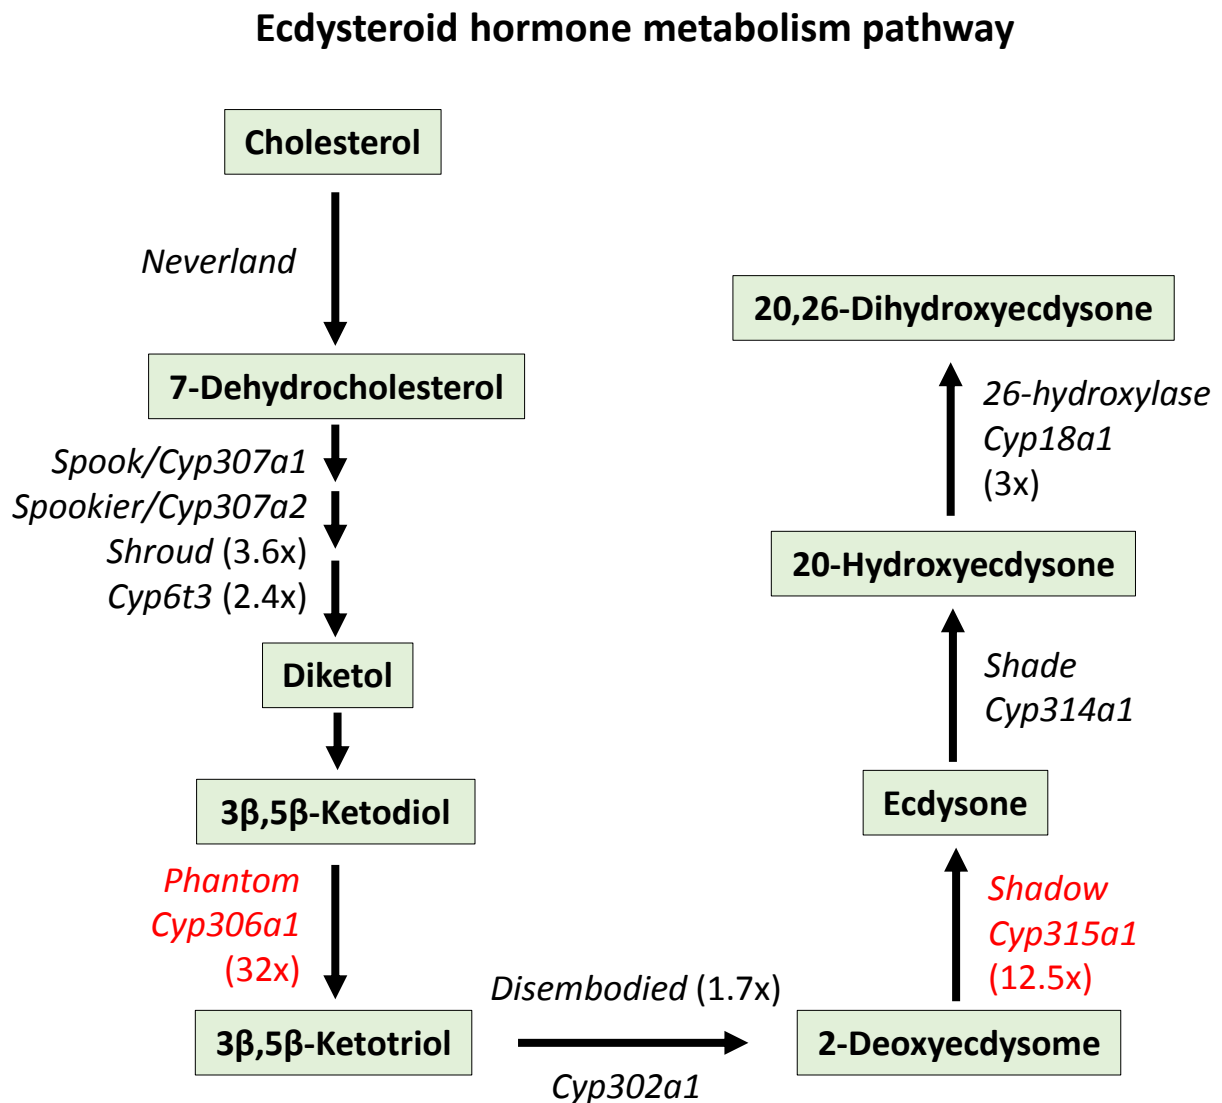

Figure S2. Two ecdysteroid biosynthesis genes highly express in oenocytes. Schematic diagram showing ecdysteroid hormone metabolism pathway. Two Halloween genes, phantom and shadow, highly expressed in adult female oenocytes (Highlighted in red).

Figure S3

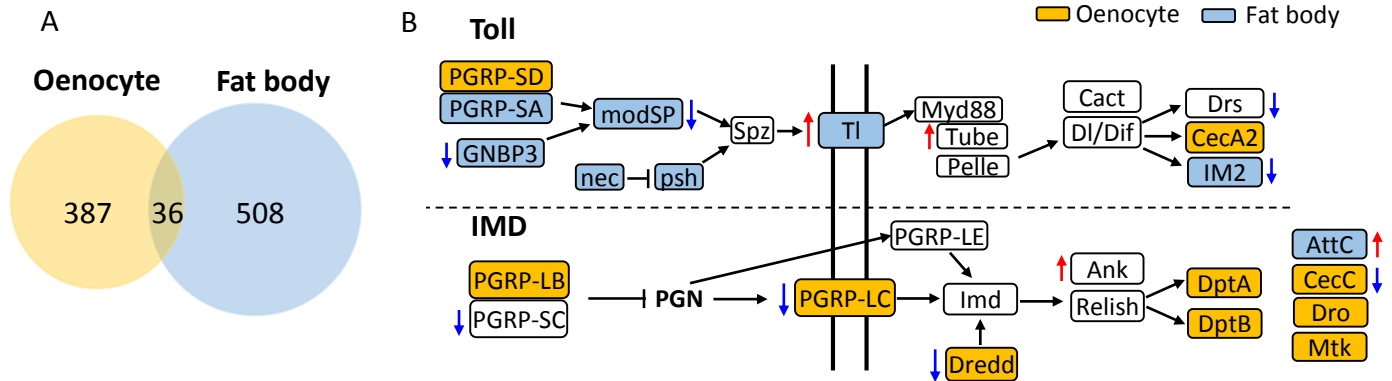

Figure S3. Genes in innate immunity pathway highly express in oenocytes. (A) Genes enriched in oenocytes and fat body show less overlap. (B) Genes in Imd pathway were enriched in oenocytes, while fat body were enriched with genes in Toll pathway (Red arrows denote for age-induced genes. Blue arrows denote for age-repressed gene.).

Figure S4

1. Peroxisome biogenesis and protein import

Oenocyte	Liver
Pex19<br>(7.4x)	PXMP2<br>(5.1x)

2. Peroxisome function

**Fatty acid
beta-oxidation**

Oenocyte	Liver
SCPX/CG17597<br>(11.9x)<br>ECH/CG9577<br>(8.2x)	ACOX2 (7.5x)<br>BAAT (34.6x)<br>EHHADH (12x)<br>ACAA1 (6.3x)<br>SLC27A2 (9x)<br>ACSL1 (6.4x)<br>PECR (7.8x)

**Ether phospholipid
biosynthesis**

Oenocyte	Liver
FarO (123x)<br>CG13091(243x)<br>CG14893 (21x)<br>CG17562 (40x)<br>CG4020 (51x)	None

ROS metabolism

Oenocyte	Liver
Cat (11.8x)<br>Sod1(18.7x)<br>Prx5 (6.4x)	CAT (5.2x)<br>SOD1 (3.3x)

Amino acid metabolism

Oenocyte	Liver
AGXT/Spat<br>(2.2x)<br>HMGCL/CG10399<br>(8.2x)	AGXT (36.3x)<br>DAO (16.1x)<br>PIPOX (18.5x)<br>HAO1(36.8x)<br>HAO2 (15x)

Purine metabolism

Oenocyte	Liver
AOX1 (3.3x)	XDH (5.5x)

Retinol metabolism

Oenocyte	Liver
DHRS4/<br>CG10672<br>(16.3x)	None

Figure S4. Peroxisome pathways are enriched in both oenocytes and liver.
List of peroxisome genes that are enriched in both oenocytes and liver.

Figure S5

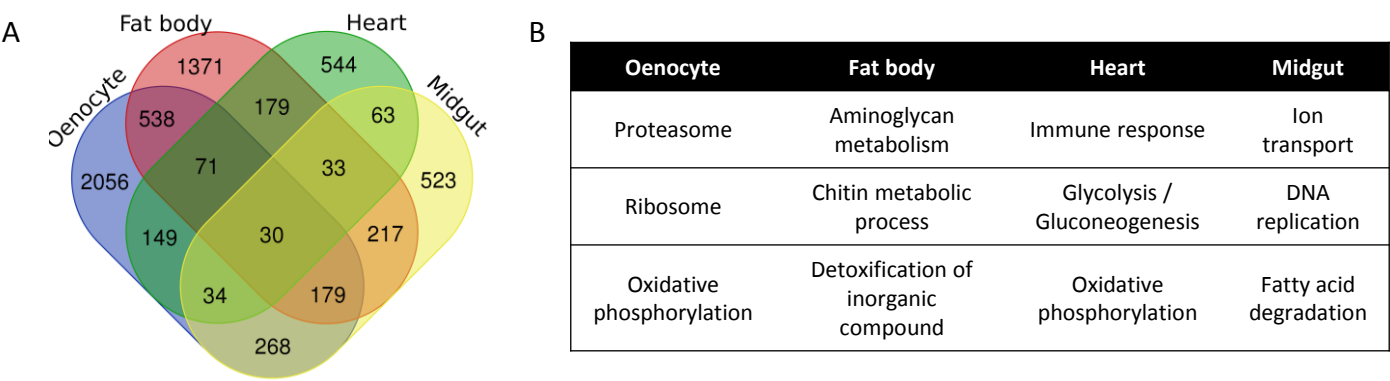

Figure S5. (A) Venn diagram showing the overlap of differentially expressed genes in aged oenocytes, fat body, heart, and midgut. (B) GO terms enriched in aged oenocytes, fat body, heart, and midgut.

How the deposited data were processed for this re-analysis (not part of the article)

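Translating RNA was pulled down from oenocytes of female flies through FLAG-tagged RpL13A and sequenced in 12 libraries, 3 for each of the groups H2O-Young, PQ-Young, H2O-Aged and PQ-Aged. The paper gives the ages as 10 and 30 days and the sample labels as 14 and 28 days, and the paper's ages are used beside its claims. Groups were taken from the sample labels and the paper's methods. The paper's methods give 3 biological replicates of 200 females for each group.

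The authors aligned the reads and compared the groups with Cufflinks and Cuffdiff before they deposited a table. The paper's methods name TopHat2 2.1.0 with the dm6 build, Cufflinks 2.2.1 with the 12 assemblies merged, and Cuffdiff 2.2.1.3. The authors' deposited table lists 16191 loci, each compared between all 6 pairs of groups. The FPKM values are the authors' estimates for each group, with the 3 libraries of a group pooled by Cuffdiff, and the depth per library cannot be read from them. The paper states 402000000 reads in all, 33500000 per library on average, with 82.43% mapped. The log2 fold changes deposited by the authors are ratios of these group values. The p-values and q-values were computed by the authors with Cuffdiff, and the q-values are adjusted by the Benjamini-Hochberg method over the 6 comparisons together. A test statistic, a log fold over its error, is given by the authors as a score for each locus and pair. A locus marked as too low to test or as holding too many fragments has no usable p-value, and 86 loci carried the second mark between H2O-Young and H2O-Aged.

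Of the loci, 15381 carry 1 gene symbol, 667 carry at least 2 and 143 carry none. Protein-coding loci were those with a RefSeq transcript accession of a coding mRNA, 13299 in all, and 480 of them hold at least 2 coding genes that share 1 value. A symbol found at several loci took the locus with the highest summed FPKM, and older symbols of the paper and of the fixed lists were matched through the names table of the reference. A transcript length, that of the longest annotated transcript, was found for 99.8% of the protein-coding loci with an FPKM of at least 1.

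Since no value per library was given, no test of differential expression was run anew. Genes were called by the authors' q-value of at most 0.05, a fold change of at least 2 recomputed from the group FPKM, and an FPKM of at least 0.01 in at least one of the 2 groups, after the paper's methods. A gene listed at 0 in 1 of the 2 groups passes the fold threshold by its direction and is counted among the calls (192 with age, 166 with paraquat in young and 114 in aged), while medians and correlations leave it out. R2 was computed on log10 FPKM of genes above 0 in both groups. Correlations of log2 fold changes used genes with an FPKM of at least 1 in at least one group. The effect of paraquat in aged less that in young was tested for each gene with variances recovered from the statistics in the authors' deposited table. If each pair's squared error is the sum of 2 group variances, the sum over both age pairs equals that over both paraquat pairs. The variances were used where these sums differed by under 1% and all 4 variances were above 0, in 10671 of 10683 loci with all 6 statistics. The test used a two-sided normal p with Benjamini-Hochberg adjustment. It rests on 3 libraries per group through the authors' model, and an exact test of single genes cannot be run without values per library, so genes are given as passing or not and no p of a single gene is printed. Expected overlaps are those of independent lists, and 100 simulations of unchanged groups against the same H2O-Young control used the recovered variances.

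The gene lists cover the complexes of oxidative phosphorylation, cytosolic and mitochondrial ribosomal proteins, the proteasome, peroxins, peroxisomal beta-oxidation, fatty acyl-CoA reductases, fatty acid elongation, fatty acid synthesis, mitochondrial fatty acid oxidation, ketogenesis, antioxidant enzymes, glutathione S-transferases, cytochrome P450 and Halloween genes, DNA replication, DNA repair, antimicrobial peptides, Bomanins, the Imd and Toll pathways, Ras and MAPK signaling, heat shock proteins, ER chaperones, glycolysis, the TCA cycle, autophagy, the circadian clock and odorant-binding proteins. Marker lists cover oenocytes, germline, eggshell, fat body, midgut, photoreceptors, neurons, muscle, hemocytes, Malpighian tubules and male-only genes. For each list the members called were counted, also with the p-values adjusted over the list alone. The median log2 fold change was given with a 95% bootstrap interval (2000 draws) and placed among 10000 random lists matched on mean log2 FPKM in 20 bins. The genes named are those of the paper's results, the 10 largest rises and 10 largest falls of each of the 3 comparisons of the paper with an FPKM of at least 10 in the higher group, up to 4 members of each list with the highest FPKM, called members that go against the direction of a split list, and RpL13A. Part of the paper's tables had been seen when this rule was written. Some genes that this rule selects are not reported here. The acyl-CoA oxidase genes are named as the family that the paper's results name.

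The steps were tested on simulated data. For the difference of PQ-Aged against H2O-Aged less PQ-Young against H2O-Young over 10052 genes, 53 of 100 genes changed 2-fold and 81 of 100 changed 4-fold were recovered, with 6 unchanged genes called. With no change, 4.71% of p-values were under 0.05. The noise was drawn from the same variances that the test used, so this checks the computation only. Whether those variances and the normal form hold for 3 libraries was not tested. Of 100 random lists of 20 genes, 14% fell outside percentiles 5 to 95, and 100% of lists shifted 2-fold lay above percentile 95. Percentiles are therefore described and not read as p-values.

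Alternatives changed the FPKM minimum, the fold and q-value thresholds, the pseudocount, the gene set and the scaling between groups (median ratio, Gapdh1 or quantile normalization). Under another scaling only the fold was rescaled and the authors' q-values were kept. Leaving out single libraries, a block for the replicate number, principal components and other splits of the samples were not run, as they need values per library. The enrichment and clustering analyses of the paper were not repeated. The paper's gene set enrichment used quantile-normalized FPKM. Of the paper's Additional file 2, List 1 was held in part, 1999 of 13175 genes. Of its first 1999 genes 1981 were matched, with a median FPKM ratio of 1.01 to the deposited value, and 86.5% lay within 10%. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.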

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

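The tests of a lower share of oenocyte RNA, of the share of the most abundant genes, of germline RNA alone and of the covariance against simulated controls, the random lists matched on length, their reading list by list and the interaction under other scalings were chosen after the results were seen.

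The effect of paraquat differed between the ages for 4239 of 10052 genes by the interaction test on variances recovered from the authors' deposited table. The H2O-Young group enters this test, and the paper describes 1 of its libraries as apart in principal components. A deviation of that group beyond the recovered variances may account for part of the count, which was not tested. Scaled by the median ratio 4252 genes passed, scaled to Gapdh1 5390 and under quantile normalization 4176. Of the genes called in opposite directions by paraquat at the 2 ages, 34 of the 37 that could be tested passed it too, a result that their choice by opposite calls nearly fixes and that supports nothing further. Between PQ-Young and PQ-Aged, a comparison the paper does not discuss, 634 genes rose and 1298 fell in the authors' deposited table (67.2% down), while scaling to Gapdh1 gave 2981 up and 276 down (8.47% down) and shifted the median log2 fold change of all genes by 1.02. Of these genes 340 up and 877 down were also called with age in water, where independent lists would share 70.9 and 263, and 41 were called in opposite directions, against 275. The heat shock protein genes, of which the paper names Hsp22 in its background alone, had a median log2 fold change of 2.77 with age (95% bootstrap interval 0.68 to 3.43). The oenocyte markers had a median of -3.003 (-3.46 to -1.63), and 10 of the 12 genes of that list also stand in another list. The markers of follicle cells and eggshell had a median of -3.18 (-3.80 to -2.68).

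With age 1295 genes rose in the authors' deposited table, and the germline markers among the fixed lists had a median log2 fold change of 0.79 (95% bootstrap interval 0.46 to 1.39), at percentile 100 of random lists of similar expression. RNA of the germline together with eggshell-making follicle cells in the aged pull-downs is argued against, if these cells keep their expression of eggshell genes. The eggshell markers had a median of -3.18. Their most abundant member Cp18 had an FPKM of 3190 in H2O-Young and 179 in H2O-Aged in the authors' deposited table. They cannot speak for follicle cells that express few eggshell genes, which were not tested. RNA of the germline alone and a rise of the germline marker genes in oenocytes cannot be told apart. Of the 26 germline markers 24 were higher with age and 2 were lower, and all 26 had an FPKM of at least 1 in H2O-Young. Among the most abundant germline markers, CycB rose at a log2 fold change of 1.39 in the authors' deposited table. The others named, yl at -0.65, alphaTub67C at 0.43 and pgc at 0.81, did not reach 2-fold. A change of oenocytes with age stays open as well and was not tested, and the pull-down of tagged ribosomes is the step that would remove RNA of other cells.

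Age and paraquat in young shared 178 genes up and 632 down, and both comparisons rest on the H2O-Young libraries. Chance values of these libraries at the recovered variances are argued against as the whole source, since the covariance of the fold changes was 0.606 and the highest of 100 simulations gave 0.157. The paper describes 1 H2O-Young library as apart from its group in principal components, which could not be repeated without values per library. A deviation of the H2O-Young group beyond those variances may still account for part of the overlap, as the paraquat fold changes at the 2 ages, which share no library, correlated at -0.0993, the low value that such a source needs. The fold changes of age in water and in paraquat, also without a shared library, correlated at 0.67, so the age effect does not rest on H2O-Young alone. A response of young oenocytes to paraquat that resembles that to age stays open and was not tested.

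Of the genes called with age 63.7% were down, with 57 of 72 genes of complexes I to V and 27 of 31 proteasome genes among them in the authors' deposited table. A lower share of oenocyte RNA stays open. It would raise the markers of every other tissue alike only if those tissues kept their expression with age, which was not tested. These markers moved apart, which therefore does not decide the question. Of 11 tested oenocyte markers 9 fell with age and none rose, the direction that a lower share would give. The germline markers rose, with a median of 0.79 (0.46 to 1.39), while the bootstrap interval lay below 0 in 3 of 4 other marker lists (fat body, midgut and neurons, but not muscle), with a median of -1.45 (-3.09 to -0.74) for fat body, whose most abundant marker Yp2 went from an FPKM of 14515 to 684 and which had 10 of 10 markers at an FPKM of at least 1 in H2O-Young. Transcript length as the whole source is argued against for complexes I and III and the proteasome, whose medians lay at or below percentile 2.64 of random lists matched on length and expression. Part of their fall may still go with length, as the 913 shortest genes had a median log2 fold change of -1.05 with age. Length stays open for complexes II, IV and V, at up to percentile 26.1, with a Spearman correlation of length and log2 fold change of 0.271 across genes. A few genes taking more of the FPKM in the aged group stays open, since the 10 highest genes held 6.46% of the summed FPKM in H2O-Aged and 13.3% in H2O-Young, but loci with too many fragments are missing from both, 82 listed at 0 in H2O-Aged and 53 in H2O-Young. A change of scale also stays open, as 60.1% of the calls were down after scaling by the median ratio (58.5% to 61.7%) and 18 of the 72 genes of the complexes fell under quantile normalization, and an effect of age itself was not tested apart from these.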

How the results depend on the processing

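The random lists matched on length and expression and the interaction under other scalings were chosen after the data had been seen, and the other settings were planned. No paired analysis was possible because the authors' deposited table pools the 3 libraries of each group and its columns carry no replicate number. For the same reason leaving out single libraries, principal components and other splits of the samples were not run, and the depth behind each value is unknown from the table, beside the 402000000 reads that the paper states for all 12 libraries. Of the summary results under another setting, 130 values stayed within 1.5 times the main count or within the 95% interval and 86 moved. Scaled to Gapdh1, the share of down calls went from 63.7% to 40.3% with age, from 67.2% to 8.47% with age in paraquat and from 47.0% to 8.27% with paraquat in aged. Of the values for single lists, genes and smaller counts, 537 stayed the same by these rules, 48 moved, 35 lost a call, 3 gained one and 5 turned direction. The cause of the changes was not tested, apart from the thresholds, where a lower or higher fold, q-value or FPKM minimum by construction admits more or fewer genes. Under another scaling only the fold was rescaled and the authors' q-values were kept. Among the genes that the rule names, the median ratio ended 6 calls and added 2, scaling to Gapdh1 ended 31 and added 13, and quantile normalization ended 62, added 16 and turned the direction of 4. Lists whose median with age lay below percentile 5 numbered 18, and 16 to 20 under the other settings, and those above percentile 95 numbered 8, and 7 to 9.

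With no fold threshold, age gave 3542 genes up and 4312 down, paraquat in young 2799 and 3424, paraquat in aged 2303 and 3406, and age in paraquat 2981 and 4123. The overlap of age and paraquat in young then held 2253 up and 2878 down, and that of paraquat at both ages 544 up, 1009 down and 2407 in opposite directions. At 1.5-fold, age gave 2355 up, paraquat in young 869 up and 1715 down, paraquat in aged 598 and 809, and age in paraquat 1461 and 2478. The overlap of age and paraquat was then 674 up and 1438 down, and that of paraquat at both ages 32 up, 132 down and 247 opposite. At 4-fold, age gave 259 up and 742 down, paraquat in young 108 and 218, paraquat in aged 115 and 53, and age in paraquat 184 and 287. The overlaps at 4-fold were 46 up and 130 down for age and paraquat, and 6 up, 6 down and 17 opposite for paraquat at both ages. At an adjusted p of 0.01, paraquat in aged gave 143 genes up, and paraquat at both ages 6 up and 23 opposite. With an FPKM of at least 1 in at least one group, paraquat in young gave 172 up, paraquat in aged 85 up and 130 down, and paraquat at both ages 5 up and 23 opposite, while R2 was 0.7928 between H2O-Young and H2O-Aged, 0.9291 between H2O-Young and PQ-Young and 0.9589 between H2O-Aged and PQ-Aged. With an FPKM of at least 0.01 in both groups, 37 genes were opposite with paraquat at both ages, and R2 was 0.9395 between H2O-Young and PQ-Young and 0.9597 between H2O-Aged and PQ-Aged. With the fold taken on FPKM + 1, which shrinks the change of low genes, paraquat in young gave 72 up and 480 down, paraquat in aged 35 and 53, and age in paraquat 318 and 859. The overlaps were then 47 up and 401 down for age and paraquat, and 2 up, 11 down and 8 opposite for paraquat at both ages. On log10(FPKM + 1), R2 was 0.8928, 0.9672 and 0.983 for the 3 pairs in the same order.

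Scaled to Gapdh1, age gave 2238 genes up and 1511 down, paraquat in aged 876 and 79, and age in paraquat 2981 and 276, and paraquat at both ages shared 29 up, 13 down and 126 opposite. The correlation of fold changes moved beyond its interval for genes with an FPKM of at least 10, to 0.7954 for age and paraquat in young, 0.7551 for age in water and in paraquat, -0.1207 for paraquat at both ages and -0.1454 for age and paraquat in aged. On log2(FPKM + 1) the first, second and last were 0.7612, 0.7319 and -0.1637. Under quantile normalization the 4 correlations were 0.715, 0.6487, -0.072 and -0.1786. Under that scaling the median of the cytosolic ribosomal proteins turned to 0.61, and the log2 fold change with age turned to 0.64 for RpL13A, 0.47 for RpL23, 0.16 for sta and 0.017 for ND-15. Loci with too many fragments were ranked at 0 there, 82 in H2O-Aged and 53 in H2O-Young. Part of the turns of abundant genes may come from this, which was not tested.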

Differences from the paper's values

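All thresholds are those the paper states, with the FPKM minimum, which the paper's methods give without naming groups, read as at least 0.01 in at least one group. The paper reports 71 genes up with paraquat in young and not called with age, and 117 were found here. Of the alternatives set before the data were examined, an FPKM of at least 0.01 in both groups gave 71, and 97 genes after scaling to Gapdh1, 86 at an adjusted p of 0.01, 62 at 4-fold and 52 with an FPKM of at least 1 in at least one group lay within 1.5 times the paper's value. No FPKM minimum (117), no fold threshold (546), 1.5-fold (195), the median ratio (115), quantile normalization (132), FPKM + 1 (25), all genes of the table (169) and leaving out genes of other tissues (108) did not. With an FPKM of at least 0.01 in both groups the count of genes down with paraquat in young and not with age was 172, and the genes called with paraquat at both ages were 11 up and 29 down, the paper's values in each case. The same setting gave 1212 genes up with age where the paper has 1092, 162 up with paraquat in aged where it has 213, 215 up with paraquat in young where it has 198, and 144 up with both age and paraquat where it has 127. The paper counts 5 peroxin genes and 44 mitochondrial ribosomal protein genes down with age, and 6 and 45 were found here, with 5 after scaling by the median ratio, though not the paper's 5, as Pex6 lost its call and Pex2, which is not among those 5, kept it, and 44 with the fold on FPKM + 1.

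The paper reports an R2 of 0.861 between H2O-Young and H2O-Aged, 0.926 between H2O-Young and PQ-Young and 0.948 between H2O-Aged and PQ-Aged. The values here were 0.8675, 0.9338 and 0.9546, beyond their 95% intervals. Under the alternatives set before the data were examined they were 0.8696, 0.9395 and 0.9597 with an FPKM of at least 0.01 in both groups, 0.7928, 0.9291 and 0.9589 with at least 1 in at least one group, 0.868, 0.9342 and 0.9547 for all genes above 0 in both groups, and 0.8928, 0.9672 and 0.983 on log10(FPKM + 1). None of these settings reached the paper's values.

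The paper names whd among the genes that fell with age in oenocytes and liver, and here it rose at a log2 fold change of 1.09 in the authors' deposited table, while the other genes of the same statement, SdhC at -2.12, Cat at -1.87 and ScpX at -1.36, fell. The paper states that Hnf4 fell with age and with paraquat, and it had -0.82 and -0.36 here, below the 2-fold threshold. Both were called with no fold threshold, and the age effect also at 1.5-fold. Among the beta-oxidation genes that the paper lists as lower, CG10194 had -0.84 and was called at 1.5-fold or with no fold threshold, and CG5122 was too low to be tested, while ScpX, CG17597, CG9577, CRAT, CG10195 and CG18094 fell. Among those it lists as higher, Abcd3 at 0.47, Dci at 0.76 and CROT at 0.38 were not called. All 3 were called with no fold threshold, Dci also at 1.5-fold and after scaling to Gapdh1, and Abcd3 under quantile normalization. Of the peroxisomal antioxidant genes that the paper gives as lower, Cat and Sod1 fell and Prx5 had -0.91, which was called at 1.5-fold or with no fold threshold. Of the 7 cytochrome P450 genes that the paper lists as lower, 5 fell, and Cyp308a1 at -1.81 and Cyp313a1 at -1.24 were not called with age under any setting tried. AOX1 and AOX2 rose as the paper states, and AOX4 was too low to be tested. The paper states a lower Cyp4g1 with age, and the authors' deposited table lists this gene at 0 in every group, so no fold was taken.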

Other observations

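The bins of genes by length and by expression and the interaction under other scalings were chosen after the results were seen, and the other counts rest on lists and tests that were planned.

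Heat shock proteins hold other proteins in a soluble or folded state. Of 15 tested genes 7 rose and none fell with age in the authors' deposited table (7 adjusted over the list alone), all 15 had a log2 fold change above 0, and 7, 9 and 11 rose after scaling by the median ratio, to Gapdh1 and under quantile normalization. Hsp26 rose from an FPKM of 600 to 5573, and Hsp22, which shares its locus with CG4456, rose at a log2 fold change of 3.50 in the authors' deposited table. With paraquat in young 6 of 14 rose (6 adjusted over the list alone), with a median of 1.09, where Hsp26 had 1.23 and Hsp22 1.33. In aged flies 1 of 15 fell with paraquat, and by the interaction test the paraquat effect was lower in aged for 8 of 14 genes and higher for 1. Hsc70-4, the abundant cognate chaperone, had 0.68 with age and was not called. Of 18 genes of the list 12 had an FPKM of at least 1 in H2O-Young. Of 11 ER chaperone genes 2 rose and none fell with age (2 adjusted over the list alone), with a median of 0.72 at percentile 99.97, and 6 rose after scaling to Gapdh1. They were Hsc70-3, the BiP chaperone, at 1.63 in the authors' deposited table, and Ire1, a sensor of unfolded proteins that was chosen after its value was seen.

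Smaller changes were found in other groups of genes. Of 13 glycolysis genes 3 fell and none rose with age in the authors' deposited table (3 adjusted over the list alone), Ald1 and, chosen after their values were seen, Hex-C and Pgk, with a median log2 fold change of -0.37 that turned to 0.11 under quantile normalization. Of 20 autophagy genes 2 rose and none fell (2 adjusted over the list alone), Atg7 and Atg18b, chosen after their values were seen, with a median of 0.12, while 6 rose after scaling to Gapdh1. Among 8 genes of the circadian clock, per and Clk rose at 1.08 and 1.04, and tim and cry fell at -1.11 and -1.24 in the authors' deposited table (2 and 2 adjusted over the list alone). The falls of tim and cry were not called after scaling to Gapdh1. Of 17 muscle markers 4 rose and 3 fell with age (4 and 3 adjusted over the list alone), with a median of 0.13 that turned to -0.06 under quantile normalization. The actin genes Act57B and Act88F, the latter of the indirect flight muscle, rose at 2.38 and 1.41, and the troponin C gene TpnC47D fell at -2.22 in the authors' deposited table. PPO1 and PPO2, prophenoloxidases of crystal cells among the hemocyte markers, fell at -4.60 and -2.98 in the authors' deposited table. Of 6 Malpighian tubule markers 2 fell and none rose (2 adjusted over the list alone), with a median of -0.18 that turned to 0.19 after scaling to Gapdh1. Of 21 male-only genes tested in these females 5 rose and none fell with age (3 adjusted over the list alone), with a median of 0.28 over the 12 members with a fold, and 8 of the 50 genes of the list had an FPKM of at least 1 in H2O-Young. Idh, an isocitrate dehydrogenase, was the gene of the TCA cycle that fell, at -1.85, and was not called under quantile normalization.

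Between PQ-Young and PQ-Aged, 10 of 19 antimicrobial peptide genes rose and none fell in the authors' deposited table (10 adjusted over the list alone), with a median log2 fold change of 1.31, where the median with age in water was -0.65. DptB went from an FPKM of 40.6 to 120 and Dro from 10.3 to 39.7 in the authors' deposited table. Of 15 Bomanins 4 rose and 2 fell (4 and 2 adjusted over the list alone), with a median of 0.54. The interaction test, whose difference is also that of the age effects in paraquat and in water, passed as higher for 11 of 17 antimicrobial peptide genes and 12 of 15 Bomanins, as given above for paraquat. Of 18 photoreceptor genes 10 fell and none rose with age in paraquat (10 adjusted over the list alone), with a median of -1.41, and ninaE went from an FPKM of 634 to 117 in the authors' deposited table. In the interaction test 10 photoreceptor genes were lower in aged and 2 higher, and after scaling to Gapdh1 6 and 5. Of 75 genes of complexes I to V 36 fell and 2 rose with age in paraquat (37 and 2 adjusted over the list alone), while 1 fell after scaling to Gapdh1 and 8 under quantile normalization. In the proteasome 24 genes fell, among mitochondrial ribosomal proteins 10, among oenocyte markers 8 of 11 and among eggshell markers 14 of 21 in the authors' deposited table. For complex I the signed paraquat log2 fold was higher in aged for 27 of 34 genes and lower for none, and under quantile normalization 19 and 2. The median paraquat log2 fold change of complex I was -0.73 in young and 0.14 in aged.

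In 10 bins by transcript length, the 913 shortest genes, of 193 to 756 bases, had a median log2 fold change of -1.05 with age, and those of 2847 to 3694 bases 0.27. In 10 bins by expression, the median was -0.67 in the lowest bin, around an FPKM of 0.893, 0.46 in the bin around 8.35 and -0.96 in the highest, around 344. The sum of the listed FPKM was lower in both aged groups, where more loci with too many fragments are listed at 0 (82 in H2O-Aged and 53 in H2O-Young), and Gapdh1, the reference gene of the paper's qRT-PCR, had an FPKM of 846 in H2O-Young, 907 in PQ-Young, 654 in H2O-Aged and 447 in PQ-Aged in the authors' deposited table.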
